# Sexual Polyploidization in *Medicago sativa* L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation

**DOI:** 10.1534/g3.115.026021

**Published:** 2016-02-05

**Authors:** Daniele Rosellini, Nicoletta Ferradini, Stefano Allegrucci, Stefano Capomaccio, Elisa Debora Zago, Paola Leonetti, Bachir Balech, Riccardo Aversano, Domenico Carputo, Lara Reale, Fabio Veronesi

**Keywords:** alfalfa, DNA methylation, polysomic polyploids, tetrasomic inheritance, transcriptome

## Abstract

Polyploidization as the consequence of 2*n* gamete formation is a prominent mechanism in plant evolution. Studying its effects on the genome, and on genome expression, has both basic and applied interest. We crossed two diploid (2*n* = 2x = 16) *Medicago sativa* plants, a *subsp. falcata* seed parent, and a *coerulea × falcata* pollen parent that form a mixture of *n* and 2*n* eggs and pollen, respectively. Such a cross produced full-sib diploid and tetraploid (2*n* = 4x = 32) hybrids, the latter being the result of bilateral sexual polyploidization (BSP). These unique materials allowed us to investigate the effects of BSP, and to separate the effect of intraspecific hybridization from those of polyploidization by comparing 2x with 4x full sib progeny plants. Simple sequence repeat marker segregation demonstrated tetrasomic inheritance for all chromosomes but one, demonstrating that these neotetraploids are true autotetraploids. BSP brought about increased biomass, earlier flowering, higher seed set and weight, and larger leaves with larger cells. Microarray analyses with *M. truncatula* gene chips showed that several hundred genes, related to diverse metabolic functions, changed their expression level as a consequence of polyploidization. In addition, cytosine methylation increased in 2x, but not in 4x, hybrids. Our results indicate that sexual polyploidization induces significant transcriptional novelty, possibly mediated in part by DNA methylation, and phenotypic novelty that could underpin improved adaptation and reproductive success of tetraploid *M. sativa* with respect to its diploid progenitor. These polyploidy-induced changes may have promoted the adoption of tetraploid alfalfa in agriculture.

Polyploidization is an increase in the number of genomes per cell, and occurs in nature as the consequence of 2*n* gamete formation (sexual polyploidization, the most frequent mechanism; Brownfield and Köhler 2010), or as the consequence of somatic genome duplications (somatic polyploidization). A duplication of a species’ chromosomes results in the formation of an autopolyploid having completely homologous duplicated chromosomes. The merging of the genomes of two species, concomitant with genome doubling, results in the formation of an allopolyploid. Polyploidy is widespread in plants, to the point that at least 70% of species have experienced polyploidization at some point of their evolution, and about 50% of economically important species are polyploid (Wendel 2000; Bowers *et al.* 2003; Wood *et al.* 2009).

The effects of polyploidization have been studied widely at the genetic, cytogenetic, and phenotypic level (New Phytologist 2010; Osborn *et al.* 2003; Chen 2007; Doyle *et al.* 2008; Hegarty and Hiscock 2008; Aversano *et al.* 2012; Tayalé and Parisod 2013; Cheng *et al.* 2015). These studies have shown that gene expression changes can be brought about by polyploidization in many ways: gene dosage modification (copy number increase), alteration of the interactions among transcription factors, histone and chromatin state modifications, and DNA cytosine methylation. All these phenomena can translate into silencing or activation of genes and transposable elements, which, in turn, may result in novel traits such as increased cell size, changes in growth habit, or flowering time.

It is reasonable to expect that autopolyploidy, a duplication of existing genes, does not result in modifications as deep as those caused by allopolyploidy, which involves the merging of genomes of different species (Guo *et al.* 1996; Wang *et al.* 2004, 2006; Madlung *et al.* 2005; Parisod *et al.* 2010; Pignatta *et al.* 2010). It is becoming accepted that hybridization, both intraspecific and interspecific, is a more powerful trigger of genomic and gene expression novelties than polyploidization *per se* (Albertin *et al.* 2006; Hegarty *et al.* 2006; Wang *et al.* 2006; Miller *et al.* 2012).

Research on polyploidy has been devoted mainly to allopolyploids, with comparatively little work in autopolyploids. In addition, in the vast majority of published research, polyploids were produced through somatic doubling, whereas, in nature, sexual events involving 2*n* gametes represent the main route to polyploid formation. In light of this, more data on the effect of autopolyploidization would be useful (Stupar *et al.* 2007; Allario *et al.* 2011; Aversano *et al.* 2015).

Alfalfa (*Medicago sativa* L, 2*n* = 4x = 32) is a widely cultivated autotetraploid forage species with tetrasomic inheritance (Quiros 1982; Julier *et al.* 2003). The cultivated form is mostly *Medicago* x *varia*, originated by the hybridization of *M. sativa* subsp. *sativa* with *M. sativa* subsp. *falcata* (Small 2011). These subspecies have distinctive traits: subsp. *sativa* has purple flowers and coiled pods, and is adapted to warm and dry climates, whereas subsp. *falcata* has yellow flowers and sickle-shaped pods, and is adapted to cool and humid environments. The natural distribution of the two subspecies has overlapping areas, including Transcaucasia, Turkey, Iran and Southern Turkistan, where alfalfa is thought to have been initially cultivated about 8000–9000 yr ago. Both subspecies exist at the diploid (2x) and tetraploid (4x) level, but the diploids are not cultivated (reviewed by Small 2011). Sexual polyploidization is thought to be the mechanism by which tetraploid alfalfa originated (Barcaccia *et al.* 2003; Veronesi *et al.* 1986).

The objective of this work was to investigate the consequences of sexual polyploidization in alfalfa. We crossed two previously selected diploid (2x) plants, a *M. sativa subsp. falcata* seed parent, and a *M. sativa coerulea x falcata* pollen parent. Both are spontaneous meiotic mutants, producing a mixture of *n* and 2*n* eggs and pollens, respectively. Such a cross produced full-sib 2x and 4x hybrids, the latter being the result of bilateral sexual polyploidization (BSP). These unique materials allow us to investigate the effects of BSP, and separate the effects of intraspecific hybridization from those of polyploidization by comparing 2x *vs.* 4x full sibs. To make sure that they were true autopolyploids, we first characterized chromosome pairing behavior (random *vs.* preferential pairing) of the neopolyploids, by assessing segregation of simple sequence repeat (SSR) markers. Then, polyploidization-induced changes in leaf and leaf cell morphology, biomass production, and fertility traits were described. Finally, gene expression and epigenetic changes were studied from a genome-wide perspective by microarray and methylation-sensitive amplified polymorphism (MSAP) markers, respectively. Our findings contribute to understanding the success of polyploid *M. sativa* in agriculture, and could have practical implications in breeding of alfalfa and other polyploids.

## Materials and Methods

### Plant material and ploidy determination

Two *M. sativa* meiotic mutants made this study possible. The *M. sativa* subsp. *falcata* genotype PG-F9 produces 55–70% 2*n* eggs (Tavoletti 1994; Barcaccia *et al.* 1997). The *M. sativa* genotype 12P was obtained by two cycles of recurrent selection for 2*n* pollen production from a cross of *M. sativa* subsp. *coerulea* and *M. sativa* subsp. *falcata* (Tavoletti *et al.* 1991). PG-F9 and 12-P were cloned by cuttings, reared in pots in a greenhouse under natural light, and crossed without emasculation using PG-F9 as the female parent. At maturity, seeds were harvested, and 200 of them were sown in jiffy pots. The plants were reared in flats in a greenhouse at the Department of Agricultural, Food and Environmental Sciences, University of Perugia under continuous illumination. Among the PG-F9 × 12-P hybrids, about 5% 4x and very few 3x hybrids are expected (Barcaccia *et al.* 1998). For the screening of ploidy level, a quick test based on chloroplast counts of guard cells was employed (Bingham 1968) on 10 plants displaying a “2x phenotype” (small, narrow leaflets), and 10 displaying a “4x phenotype” (large, wide leaflets). To confirm chromosome number, root tips were used to count mitotic chromosomes of six putative 2x and 4x plants as previously described (Barcaccia *et al.* 1995). Three randomly taken plants per ploidy level were used in this study. Greenish flower color of these plants (Figure 1) confirmed that they derived from crossing, and not from selfing of the PG-F9 female parent.

**Figure 1:**
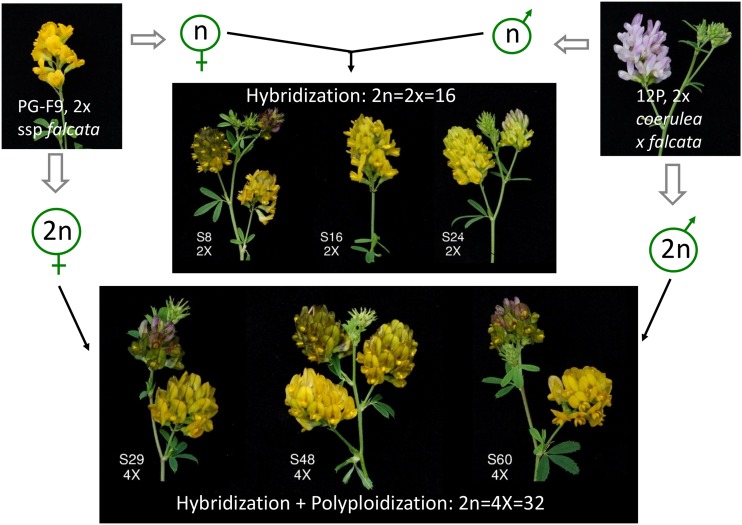
Obtaining diploid and tetraploid hybrids. PG-F9 and 12P are diploid plants that produce a significant percentage of 2*n* eggs and pollen, respectively. The PG-F9 × 12P cross produced 2x and 4x hybrids. The typical greenish flower color derives from crossing yellow-flowered PG-F9 with purple-flowered 12P.

### Chromosome pairing behavior of BSP neopolyploids

The three 4x BSP plants (S29, S48, S60) were crossed with a pollen donor from the Italian variety Classe (4x). Sixty plants per progeny were reared in a greenhouse until genomic DNA was extracted (SIGMA Genelute plant kit). Twenty eight published SSR markers (Diwan *et al.* 2000, Julier *et al.* 2003; Sledge *et al.* 2005; Mun *et al.* 2006) were tested for their ability to provide parent-specific alleles, that is, alleles present in only one of the diploid parents and not shared with the tetraploid tester (Classe). Primers were selected based on chromosome location. Amplifications were performed as follows: buffer 1X, MgCl_2_ 1.5 mM, dNTP 0.2 mM, primer FOR/REV 0.5 µM, *Taq* polymerase (Sigma) 1 U, genomic DNA 30 ng, in 20 µl final volume. PCR cycling was 94° 3 min, 40 cycles at 94° 30 sec, Ta °C 30 sec, 72° 30 sec, where Ta is the marker-specific annealing temperature (Supplemental Material, Table S1). After screening in agarose, fluorescein isothiocyanate (FITC)-labeled primers for nine selected primer pairs (Table S1) were used for amplification of the three parental plants and the three hybrids (60 plants each), and capillary electrophoresis was performed (3130x Genetic Analyzer, Applied Biosystems). Electrophoretic data were analyzed using the software Gene Mapper 4 (Applied Biosystems). The expected segregations of the markers were determined, under the assumption of no double reduction, for the hypotheses of complete preferential pairing, or complete random pairing (Figure S1), and χ^2^ values for goodness of fit were calculated.

### Leaf morphology, biomass and fertility assessment

The parents and the selected 2x and 4x progeny plants were cloned from cuttings. Eight rooted cuttings per genotype were reared in pots containing a soil:sand:neutral peat moss (3:1:1) mix in the greenhouse with natural light during late winter to early spring with complete randomization. Fresh and dry matter yield (g per plant) was assessed after clipping the plants, when about 10 stems had open flowers; due to differences in flowering times among genotypes, harvesting was not performed at the same time. Dry matter yield was determined after desiccating the fresh material for 48 hr at 100°. Biomass yield was evaluated again in two subsequent regrowth cycles in a screen house with drip irrigation during the summer under natural sunlight. Flowering time was evaluated as days from March 1 (spring assessment), from June 1 (first summer assessment), and as days from the previous cut (second summer assessment). Pollen production per floret, estimated visually by tripping 10 random florets per plant was scored from 0 (no visible pollen), to 3 (abundant pollen). Pollen fertility and diameter were assessed by mixing pollen from four random florets per genotype, staining it on a microscope slide with acetocarmine. Digital pictures were taken using a Leica DMLP optical microscope equipped with a Leica ICCA digital camera. The percentage of stained grains was calculated on three random microscope fields. Pollen diameter was measured using the Leica IM1000 software. Seed set was assessed in the greenhouse during the winter and spring using continuous illumination (sodium halide lamps) and, on the regrowth of the same plants, during the summer in a screen house with natural light. Ovule fertility was estimated by assessing callose accumulation within the nucellus in ovules at flower maturity, as described by Rosellini *et al.* (1998). Four racemes (replicates) per plant were crossed without emasculation using three unrelated *M. sativa* subsp. *coerulea* (2x), and one unrelated cultivated *M. sativa* subsp. *sativa* (variety Classe) pollen donors were used for crosses. All plants were fertilized with pollen from both the 2x and the 4x pollen donors, thus performing intraploidy (2x-2x, 4x-4x), and interploidy (2x-4x, 4x-2x), crosses. Hand-crosses in all combinations were also made between 2x hybrids, and between 4x hybrids (full sib crosses). Self-fertility was estimated by hand-tripping florets of two to four racemes per plant. Seed set was estimated by calculating the number of seeds per floret.

Digital pictures of leaves, flowers, and mature pods were taken for each plant. Leaf shape was assessed as the ratio of width to length of the central leaflet of five random fully expanded leaves per genotype. Pieces of leaf lower epidermis were peeled off using fine forceps, and placed onto a microscope slide in a drop of water. Digital pictures of the epidermal cells were taken, and the surface area of cells surrounding the stomata measured with the equipment described above. The length and width of the stomata guard cells were also measured, and stomata surface area calculated.

All the morphological, biomass and fertility data were subjected to ANOVA using the GLM procedure of SAS (Statistical Analysis System, Inc. Cary, NC, 2009), using a fixed model in which “plant group” was the classification variable, with three levels: parents, 2x, and 4x hybrids, respectively. Means were separated using LSMeans with the PDIFF option, with a significance threshold of *P* = 0.05.

### Microarray analyses

Six cloned plants of PG-F9, 12P, and their 2x and 4x hybrids, were reared in a screen house under natural conditions, with complete randomization. Young, fully expanded leaves were harvested from shoots of each plant at the vegetative stage, bulking the leaves of two plants, thus obtaining three biological replicates per genotype. The samples were immediately frozen in liquid nitrogen and stored at –80°. About three trifoliate leaves per sample were finely ground in liquid nitrogen, and total RNA was further purified with the Qiagen RNeasy minikit. RNA was quantified on a NanoDrop ND-1000 spectrophotometer, and quality checked using a 2100 Bioanalyzer (Agilent Technologies). Twenty four RNA samples were used for microarray hybridizations. Nimblegen Microarrays were designed at the Centro di Genomica Funzionale, University of Verona, Italy. Probes for 41575 *M. truncatula* genes (TC or singleton ET) were designed based on the *Medicago* Gene Index, release 11.0). For 41,340 genes, it was possible to design three different probes per gene, whereas for the remaining 184 genes, one or two probes were designed.

Labeling and hybridization was performed according to Nimblegen gene expression user guide version 3.2. Scanning was performed with Axon GenePix 4400A scanner. Scanner settings were set according to Nimblegen gene expression user guide version 3.2. Raw data were quantile normalized and summarized with the RMA algorithm (Irizarry *et al.* 2003), as implemented in Nimblescan 2.5 software using default parameters (Nimblegen).

Differential expression analysis was performed using Linear Models Microarray Analysis (LIMMA; Smyth 2005) as follows. To identify genes affected by hybridization, two groups of samples corresponding to parents (PG-F9, three replicates; 12P, three replicates), and to 2x hybrids (s8-2x, three replicates; s16-2x, three replicates; s24-2x, three replicates) were contrasted using a two-class unpaired design. To identify genes affected by hybridization and polyploidization, two groups of samples corresponding to parents (as above), and to 4x hybrids (s29-4x, three replicates; s48-4x, three replicates; s60-4x, three replicates) were contrasted using a two-class unpaired design. To identify genes affected by polyploidization, two groups including 2x hybrids (as above) and 4x hybrids (as above) were contrasted using a two-class unpaired design. Normalized expressions, and SDs for probe sets that were differentially expressed between parental and hybrid progeny means, and fold change and significance (false discovery rate), of each paired comparison are presented in Table S17.

To estimate genotype-specific transcriptional differences, the following pairwise contrasts were performed using a two-class unpaired design: PG-F9 *vs.* 12P; S8-2x *vs.* S16-2x, S8-2x *vs.* S24-2x, S16-2x *vs.* S24-2x; S29-4x *vs.* S48-4x, S29-4x *vs.* S60-4x, and S48-4x *vs.* S60-4x. Genes were considered as differentially expressed among the groups compared if |log2FC|>1 and adjusted *P*-value < 0.05 (Benjamini and Hochberg 1995).

The Blast2GO software (Conesa and Götz 2008; https://www.blast2go.com/) was used to perform a semi-automatic Gene Ontology (GO) annotation, and data mining of probe sequence sets of the PS genes, in order to enhance knowledge on the unannotated sequences. The Biological Networks Gene Ontology tool (BiNGO, Maere *et al.* 2005)—a plugin for Cytoscape (Shannon *et al.* 2003)—was adopted to identify enrichment of GO terms in PS genes with respect to all genes in the microarray. The BinGO analysis tests the probability that the frequency of a GO term in a set of genes (test set) taken from a larger set of genes (reference set) is different from the frequency in the reference set.

### Quantitative (q)RT-PCR analyses

To confirm the results of microarray analyses, six genes from those evidenced by the Bingo analysis were tested by qRT-PCR performed in a Mx3000P Stratagene system (Agilent Technologies Inc., Santa Clara, CA) using FastStart SYBR Green Master Mix (Roche Life Science, Italy) with the following settings: 2 min at 95°, followed by 40 cycles at 95° for 30 s, 58° for 1 min, and 72° for 20 s. For each genotype, three reactions were run from a cDNA synthesis, and the mean values calculated. Primers were designed using the Primer3Plus Software (Table S15). The specificity of amplicons (Table S16) was confirmed by dissociation curve analysis, generated after the last PCR cycle, and by sequencing. Data analysis and calculations, to compare transcript accumulation data, were performed through the 2-ΔΔCt (threshold cycle) method, with β-actin as the endogenous reference.

### MSAP analyses

DNA from leaves of plants used for microarray analysis was purified using the DNeasy Plant Maxi Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. DNA purity was evaluated using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, Wilmington, DE), and nucleic acids concentrations were determined using a Qubit fluorometer (Life Technologies, Carlsbad, CA). The methylation pattern at 5′-CCGG sites was analyzed using the MSAP technique, which is based on the use of the isoschizomeric restriction enzymes *Hpa*II and *Msp*I, which recognize the same restriction site (5′-CCGG-3′), but have different sensitivities to methylation of the cytosine residues. In particular, *Hpa*II digests only nonmethylated CCGG sequences and hemi- (single strand) methylated mCCGG sequences of all possible methylated CCGG variants. *Msp*I can cleave nonmethylated CCGG sequences, and hemi- or fully (both strands) methylated CmCGG sequences, but not hemi- and fully methylated mCCGG and mCmCGG sequences (Reyna-López *et al.* 1997; Mann and Smith 1977). MSAP analysis was performed as reported previously (Aversano *et al.* 2012). For selective amplifications, one FAM-labeled *Eco*RI primer (*Eco*RI-TCCA) was combined with six *Hpa*II-*Msp*I primers (*Hpa*II-*Msp*I-AAC, *Hpa*II-*Msp*I-ACA, *Hpa*II-*Msp*I-ACT, *Hpa*II-*Msp*I-AGA, *Hpa*II-*Msp*I-AGC, *Hpa*II-*Msp*I-AGG), for a total of six primer combinations. To have reproducible and clear banding patterns, each amplification was repeated at least three times, and only bands showing consistent amplification were considered. For each position in the gel, the following *Hpa*II-*Msp*I fragment pattern variants, referring to fragment presence (1) or absence (0), were observed: a 1-1 pattern (a fragment of definite length visualized in both the *Hpa*II and *Msp*I lanes) was attributed to digestion by both enzymes at a nonmethylated CCGG site, and, therefore, associated to unmethylated sites; a 1-0 pattern, representing a fragment of definite length visualized in the *Hpa*II, but not in the *Msp*I, lane may be interpreted as two different situations: 1) the cutting of hemi-methylated mCCGG sites with *Hpa*II but not *Msp*I, and 2) the presence of internal hemi-methylated CmCGG site(s) between the cleaved distal CCGG and the *Eco*RI site; in both cases the 1-0 pattern denotes hemi-methylated sites. A 0-1 pattern corresponds to digestion with *Msp*I but not *Hpa*II, and refers to the presence of a fully methylated CmCGG site. Finally, a (0-0) pattern could be caused either by restriction target absence due to a mutated site when genetically distinct samples are compared, or inhibition of digestion with both enzymes at a fully methylated mCmCGG site when another sample shows the presence of a fragment at that position (Schulz *et al.* 2013; Fulneček and Kovařík 2014). Therefore, the 0-0 profile is not informative and was excluded from the analysis to avoid the noise produced by confounding the effects of mutation and methylation. To decipher hyper- and hypo-methylation changes, we adopted the MSAP scoring method of Fulneček and Kovařík (2014). One-way ANOVA was applied to analyze the cytosine methylation level differences in the diploid and tetraploid hybrids using XLSTAT-PRO 7.5.3 software (Addinsoft, http://www.xlstat.com). The Duncan test was performed to compare mean values. To compare *de novo* methylation and demethylation frequencies, the methylation ratio (MR) was calculated as the percent ratio of the number of markers revealing *de novo* methylation over the number of markers revealing demethylation.

### Data availability

The *M. sativa* meiotic mutants, and their 2x and 4x hybrids, are available upon request for research purposes. The *Supplemental Material* files contain 17 tables and 11 figures with detailed information on SSR markers, chromosome segregation data, phenotypic traits, the results of GO, and homology searches of nonadditively expressed genes, and RT-PCR data. Raw phenotypic data are available on request. Gene expression data are available at GEO under the accession number: ID:GSE71559, and are available at this link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=gxkdcaaabvgltsx&acc=GSE71559.

## Results

### Chromosome segregation in neotetraploids

Informative SSR markers were found for all eight chromosomes of the three BSP plants, with the exception of chromosome VII in S60-4x (Table S2). In particular, in S29-4x, tetrasomic inheritance was demonstrated for six of the eight chromosomes (Table 1 and Table S3), while segregation of markers of chromosomes II and V fit with both disomic and tetrasomic transmission. In S48-4x (Table 1 and Table S4), chromosomes V and VII showed disomic inheritance. Chromosome VIII showed an intermediate behavior. In S60-4x, chromosome IV deviated significantly from the expectations of the tetrasomic model (Table 1 and Table S5) due to segregation distortion rather than to preferential pairing. Overall, in these three BSP plants, preferential pairing appears to be limited, leading to disomic or intermediate inheritance for one to three of the eight chromosomes. Chromosome V showed disomic inheritance, as it consistently tended to pair preferentially in these three BSP plants.

**Table 1:** Summary of the results of χ^2^ analysis of segregation mode of SSR markers mapping on all chromosomes in the three BSP plants

	Significance of Chi Square Values*a*					
Chromosome	S29		S48		S60	
	Disomic	Tetrasomic	Disomic	Tetrasomic	Disomic	Tetrasomic
I	**	NS	**	NS	**	NS
II	*	**	NT	NS	**	NS
III	**	NS	**	NS	NT	NS
IV	NT	NS	NT	NS	NT	**
V*b*	*	*	NS	**	NS	**
	**	NS	NS	**		
VI	**	NS	NT	NS	**	NS
VII	**	NS	NS	**	—	—
VIII	**	NS	NS	NS	NT	NS

* Significant at *P* ≤ 0.05; **significant at *P* ≤ 0.01. NS, not significant; NT, nontestable (because one or more of the expected numbers is 0).

a See Table S3, Table S4, and Table S5 for marker segregation data in single progenies of the three BSP plants.

b Data from two SSR loci of chromosome V are available for plants S29 and S60.

The number of alleles found in 4x BSP plants was less than the sum of the alleles of the parental plants for 17 out of 27 SSR loci (Table S6). Although this may be explained by segregation in parental plants (restitutional meiotic divisions in both parents allow for allele segregation), DNA loss in neopolyploids could also be hypothesized (Song *et al.* 1995; Feldman *et al.* 1997; Shaked *et al.* 2001). In particular, the presence in S29 of only one allele of marker MTIC48 of chromosome V (Table S2), may be explained by loss of the PG-F9 allele.

### Phenotypic effect of hybridization and polyploidization

The effects of hybridization *per se* was estimated by comparing 2x hybrids with the parental mean. Several traits exhibited clear midparent heterosis: leaf area and stomata size were larger, and biomass production was moderately higher in 2x hybrids (Figure 3, A, D, E, H, and J, Table S7, Table S8, Table S9, Table S10, Table S11, and Table S12). Stomata density decreased in 2x hybrids (Figure 3, F and G). As for the reproductive traits, 2x hybrids flowered later, had fewer ovules per ovary, and higher seed set than their parents (Figure 4, A, C, and F, and Table S12).

We estimated the added effect of polyploidization to hybridization by comparing full-sib 4x with 2x hybrids. Leaf size, epidermal cell surface and stomata size were increased by tetraploidization (Figure 3, A, and C–E), and stomata density was concomitantly strongly reduced (Figure 3, D–E and Table S7). Leaflet length/width ratio differed between the 4x and the 2x hybrids due to a less elongated shape (Figure 2 and Figure 3C). Green and dry biomass of 4x hybrids was higher than that of 2x hybrids (second cut, Figure 3, H–J, Table S8, Table S9, and Table S10). Delayed flowering observed in 2x hybrids was not present in 4x hybrids. Flowers and pollen grains of 4x hybrids were larger, and ovule sterility lower (Figure 1, Figure 4, D and E, and Table S12). Surprisingly, in intraploidy crosses, seed set of 4x hybrids (1.97 seeds per floret) was 2.7-fold higher than that of 2x hybrids, and seeds were 37% heavier (Figure 2 and Figure 4G). In particular, 4x plants S48 and S60 produced more seeds per floret than both parents (Table S12), consistent with a “high-parent polyploid heterosis” behavior. When the hybrids were pair-crossed in all combinations within ploidy level (full-sib crosses, Table S10), the picture was reversed: 4x hybrids had much lower seed set than 2x hybrids (Table S12).

**Figure 2:**
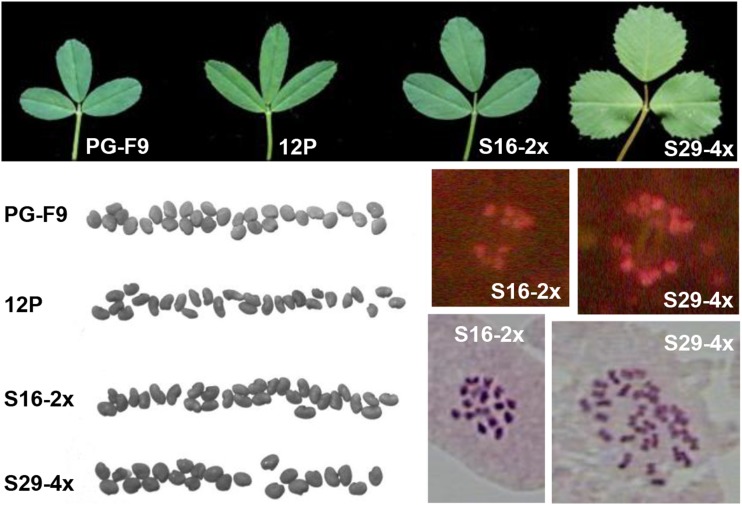
Determination of the ploidy state of 2x and 4x progeny plants (one plant per ploidy state is shown as an example). In 4x plants, leaf size is larger, and leaflets shape are less elongated, seeds are bigger, and the number of chloroplasts in stomata guard cells is higher (for example, S16-2x, 8 chloroplasts; S29-4x, 13 chloroplasts) than in 2x plants. Root tip cell chromosomes counts (for example, S16-2x, 16 chromosomes; S29-4x, 32 chromosomes) confirmed the ploidy estimation based on morphological traits (see text for details).

**Figure 3:**
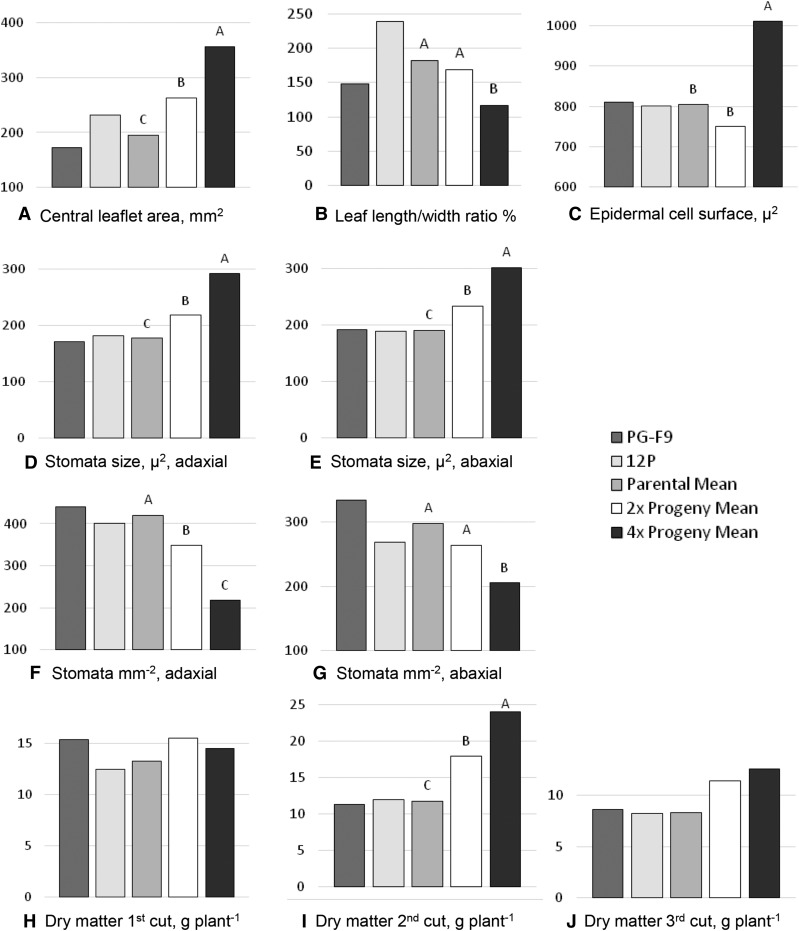
Leaf morphology and dry matter yield of parental genotypes, their mean, and comparisons of the mean with those of 2x and 4x hybrids (three genotypes per ploidy level). (A) Central leaflet surface area (*n* = 20 per genotype). (B) Ratio between length and width of the central leaflet (*n* = 20 per genotype). (C) Surface area of epidermal cells (*n* = 20 per genotype). (D) and (E) Size of stomata of adaxial and abaxial leaf epidermis, calculated from their axes length. (F) and (G) Number of stomata per mm^2^ of adaxial and abaxial leaf epidermis (*n* = 20 per genotype), (H)–(J) Dry matter per plant at each of three consecutive cuts at 10% flowering (*n* = 2–6 per genotype). Different letters above columns indicate significant differences at *P* < 0.05 (see text for details on statistical analyses).

**Figure 4:**
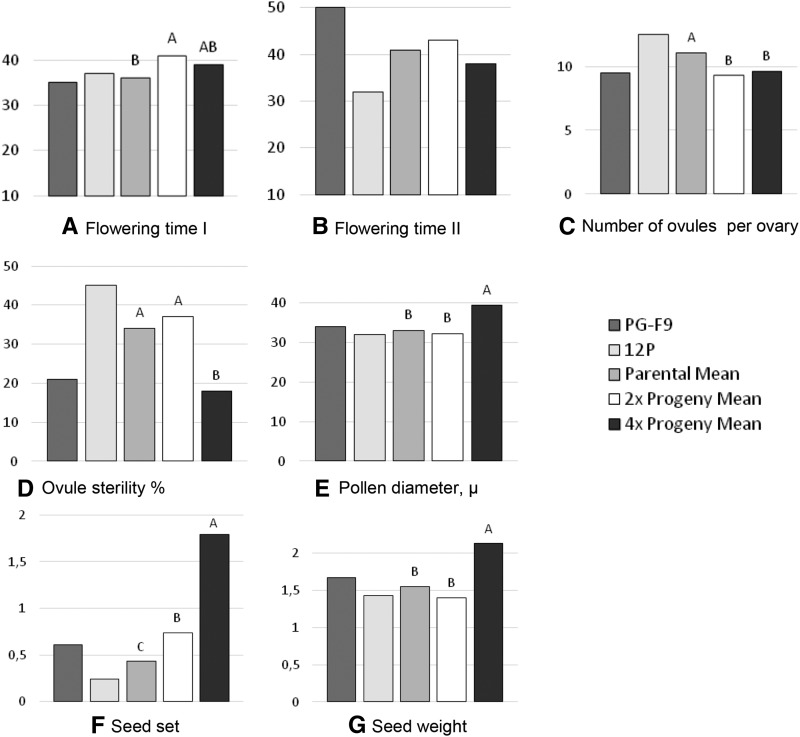
Reproductive traits of parental genotypes, their means, and comparisons with 2x and 4x hybrids (three genotypes per progeny per ploidy level). (A) and (B) Flowering dates of two consecutive regrowths (A, days from June 1; B days from previous cut; *n* = 2–7 per genotype). (C) Number of ovules per ovary (*n* = 20–22 per genotype). (D) Percentage of callosized ovules, estimating ovule sterility (*n* = 20 per genotype). (E) Pollen diameter (*n* = 30–55 per genotype). (F) Seeds produced per floret upon hand pollinations with an unrelated pollen parent of the same ploidy level (*n* = 8–30 florets for each of four racemes, used as replications). Genotype by environment and ploidy × environment interactions for seed set were not significant (not shown), so the mean data across environments are presented (Table S12). (G) Weight of 1000 seeds (*n* = 23–291 per genotype). Different letters above columns indicate significant differences at *P* < 0.05 (see text for details on statistical analyses).

### Effect of hybridization and polyploidization on gene transcription

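Gene transcription was measured in young leaves of the parents PG-F9 and 12P, of the 2x hybrids S8-2x, S16-2x and S24-2x, and of the 4x hybrids S29-4x, S48-4x and S60-4x. Each of the 8 genotypes had 3 biological replicates, each a bulk of the leaves of 2 cloned plants, and each of the 24 RNA samples was hybridized to 1 array with probes designed on M. truncatula sequences. The parents were thus represented by 6 arrays, and the 2x and 4x hybrids by 9 arrays each. The authors deposited 1 intensity per gene and array on the linear scale, quantile normalized between arrays and summarized over the probes of each gene with the RMA algorithm. The median intensity per array was between 508.4 and 527.7 in the parents (median 511.6), between 500.6 and 523.1 in the 2x hybrids (median 510.4), and between 499.3 and 521.6 in the 4x hybrids (median 513). The share of genes above the highest negative control of the same array was between 66.0% and 79.1%. The 11 negative control entries were left out, and the intensities of the remaining 41527 genes were transformed to log2. Groups were compared with limma, with each array as an observation and with only the arrays of the groups compared in the fit. The parental mean was the mean of the log2 values of the 6 parental arrays. A gene was taken as differentially expressed when the absolute log2 difference was over 1 and the p-value adjusted by the Benjamini-Hochberg method over all genes was under 0.05. Log2 differences are given as the mean of the group named first minus that of the group named second. For 9 of the 37 genes named here, the mean of at least 1 group lay below the mean of the highest negative controls (6.32), so that the size of the difference is limited by the background and their order by size is uncertain. The precision was limited by the number of arrays and by the number of genotypes, 3 in each hybrid group and 2 among the parents.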

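In the comparison of the parents with the 2x hybrids, 76 genes, 0.183% of those tested, were differentially expressed. Expression was higher in the parents for 53 of them and higher in the 2x hybrids for 23. For 44 of the 76 genes, all arrays of one group lay on the same side of all arrays of the other, which chance gives for 0.04% of genes with 6 arrays against 9 when genes are not selected beforehand and arrays are independent. Neither held for these genes, so this share is not a test of them. Among these genes, the largest difference was that of NP7260844, annotated as a hypothetical protein in Table S17. Its log2 intensity was 9.29 ± 0.38 (SD, n = 6 arrays) in the parents and 6.34 ± 0.31 (SD, n = 9 arrays) in the 2x hybrids, with a log2 difference of 2.95 (SE 0.174, adjusted p = 6.83e-07 from limma). TC186166, annotated as a Nod factor perception protein, had a log2 difference of 2.26 (SE 0.141, adjusted p = 7.97e-07 from limma), with a mean in the 2x hybrids (5.19) at background. In the opposite direction, NP7266493, a retrotransposon gag protein, had 7.58 ± 0.86 in the parents and 9.35 ± 0.22 in the 2x hybrids, a log2 difference of -1.77 (SE 0.275, adjusted p = 0.00932 from limma). Its difference did not pass the threshold with PG-F9 left out (log2 difference -1.08, adjusted p = 0.0752 from limma). NP7267098, a hypothetical protein with a parental mean (6.09) at background, had a log2 difference of -1.76 (SE 0.198, adjusted p = 0.000569 from limma). With the mean of the 3 arrays of each genotype as 1 observation, limma called 0 genes, with 937 genes at an unadjusted p under 0.05, and in a fit of all 24 arrays with 1 mean per genotype 480 genes were called. It also depended on single genotypes, with 25 genes without S24-2x, 128 without S8-2x, 128 without S16-2x, 1157 without PG-F9 and 1373 without 12P. With only 1 parent, the comparison is with that parent and not with the parental mean. Genes that differ between the parents can then be called without a departure from that mean. In these fits, genes higher in the 2x hybrids were the more frequent (685 of 1157 without PG-F9 and 933 of 1373 without 12P). Leaving out 1 array lowered it by more than 1.5 times in 5 cases, to 41 without S24-2x replicate 2, 42 without S24-2x replicate 1, 46 without PG-F9 replicate 3, 47 without S24-2x replicate 3 and 49 without S16-2x replicate 1.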

In 2x hybrids, nonadditive gene transcription was recorded for only 118 genes (Figure 5). We defined them as “hybridization-sensitive” (HS), because their expression deviated from the parental mean as a consequence of hybridization. When the parents were compared with their 4x hybrids, 605 genes were nonadditively expressed; since their expression was affected by the combined effects of hybridization and polyploidization, we defined them as “hybridization- and polyploidization-sensitive” (HPS). 

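Of the genes tested in the comparison of the parents with the 4x hybrids, 1.36% were differentially expressed (566 genes), with 248 genes higher in the parents and 318 higher in the 4x hybrids. The arrays of the groups did not overlap for 286 of these genes. NP7276836, annotated as a subunit of RNA polymerase (RPB5), had the largest difference towards the parents, with a log2 intensity of 7.48 ± 0.84 (SD, n = 6 arrays) in the parents and 4.99 ± 0.32 (SD, n = 9 arrays) in the 4x hybrids. The log2 difference was 2.49 (SE 0.283, adjusted p = 0.000154 from limma), and the means in both hybrid groups were at background. This gene was also lower in the 2x hybrids than in the parents, with a log2 difference of 1.86. A homolog of homocysteine S-methyltransferase, TC177538, had a log2 difference of 2.32 (SE 0.265, adjusted p = 0.000162 from limma). NP7266087, a hypothetical protein, was higher in the 4x hybrids, with 9.38 ± 0.33 in the parents and 11.65 ± 0.37 in the 4x hybrids and a log2 difference of -2.27 (SE 0.179, adjusted p = 4.18e-05 from limma). Its value in S48-4x replicate 2 lay above those of the other 4x arrays. For NP7268085, a putative non-LTR retroelement reverse transcriptase, the log2 difference was -2.25 (SE 0.250, adjusted p = 0.000124 from limma). The means of NP7266087 and NP7268085 in S24-2x (11.37 and 10.72) were near those of the 4x hybrids. In S8-2x (9.25 and 9.02) and S16-2x (8.81 and 9.02) they were lower. The mean of TC177538 in S8-2x (8.04) was near that of the 4x hybrids (7.80), with 10.58 in S16-2x and 9.15 in S24-2x. With each array left out in turn, between 457 and 727 genes were called. With a single parent in the comparison the number rose to 1637 without PG-F9 and 2364 without 12P. These comparisons are with that parent and not with the parental mean.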

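Between the 2x and the 4x hybrids, 611 genes (1.47%) were differentially expressed, 269 of them higher in the 2x hybrids and 342 higher in the 4x hybrids. Of these genes, 411 were called in this comparison alone, 196 higher in the 2x hybrids and 215 higher in the 4x hybrids. The direction of these 411 genes was not stable, with 169 higher in the 2x and 148 higher in the 4x hybrids in a fit of all 24 arrays with 1 mean per genotype, 250 and 233 without S8-2x replicate 1, and more genes higher in the 2x hybrids also without PG-F9, S8-2x, S29-4x or S60-4x and without a threshold on the log2 difference. Over all genes called between the 2x and the 4x hybrids, the direction was the opposite without S60-4x (381 higher in the 2x hybrids and 359 higher in the 4x hybrids) and without the threshold. A further 21 were also called between the parents and the 2x hybrids, and 179 between the parents and the 4x hybrids. Because these comparisons share groups, their log2 differences are correlated even without a true difference. Across genes, which are not independent replicates, the correlation between parents minus 4x hybrids and 2x minus 4x hybrids was 0.647, against a mean of 0.448 in 20 simulations of unchanged groups. It was -0.372 between parents minus 2x hybrids and 2x minus 4x hybrids, against -0.448, and 0.468 between the differences of the parents from the 2x and from the 4x hybrids, against 0.599, both weaker than in unchanged groups. The arrays of the 2x and 4x hybrids did not overlap for 147 of the called genes, which chance gives for 0.00411% of genes with 9 arrays against 9, a share that holds for unselected genes and independent arrays only. TC172909, annotated with a CCHC-type zinc finger, had the largest difference among them, with a log2 intensity of 6.80 ± 0.87 (SD, n = 9 arrays) in the 2x hybrids and 10.92 ± 0.50 (SD, n = 9 arrays) in the 4x hybrids. The log2 difference was -4.12 (SE 0.310, adjusted p = 3.04e-07 from limma). NP7266737, a transcriptional coactivator/pterin dehydratase, had a log2 difference of -3.14 (SE 0.210, adjusted p = 5.34e-08 from limma), with a mean in the 2x hybrids (5.33) at background. The largest differences towards the 2x hybrids were those of NP7271657, a hypothetical protein (log2 difference 2.51, SE 0.546, adjusted p = 0.00553 from limma), and NP7268164, a RING-type zinc finger protein (log2 difference 2.37, SE 0.386, adjusted p = 0.000801 from limma). The mean of NP7271657 was 7.09 in S48-4x and over 10 in the other hybrids, and without S48-4x its log2 difference was 1.34. The mean of NP7268164 in the 4x hybrids (6.336) was close to that of the highest negative controls (6.32), and S48-4x (4.795) lay below it. Without S48-4x, the log2 difference of NP7268164 was 1.595. The parents also differed in these genes. The means in PG-F9 and 12P were 11.17 and 7.61 for TC172909 and 4.96 and 9.15 for NP7266737. They were 6.89 and 12.13 for NP7271657, and 4.722 and 9.885 for NP7268164. In all but TC172909 this difference was larger than that between the hybrid groups. In the comparison of the 2x with the 4x hybrids, 1070 genes were called without S24-2x, and the number of genes called in this comparison alone was 747 without S24-2x and 201 without 12P. When the mean of the 3 arrays of each genotype was 1 observation, limma called 6 genes between the 2x and the 4x hybrids, with 5390 at an unadjusted p under 0.05. Genotype as a random block left 318 genes.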

Comparison of gene expression of 2x and 4x hybrids revealed that 566 genes were differentially expressed, 341 of which only between 2x and 4x hybrids, and not between parents and 4x hybrids. Therefore, they are candidates for being affected only by the ploidy change, and not by concurrent hybridization. We defined them as “polyploidization-sensitive” (PS), and will examine them in more detail below.

**Figure 5:**
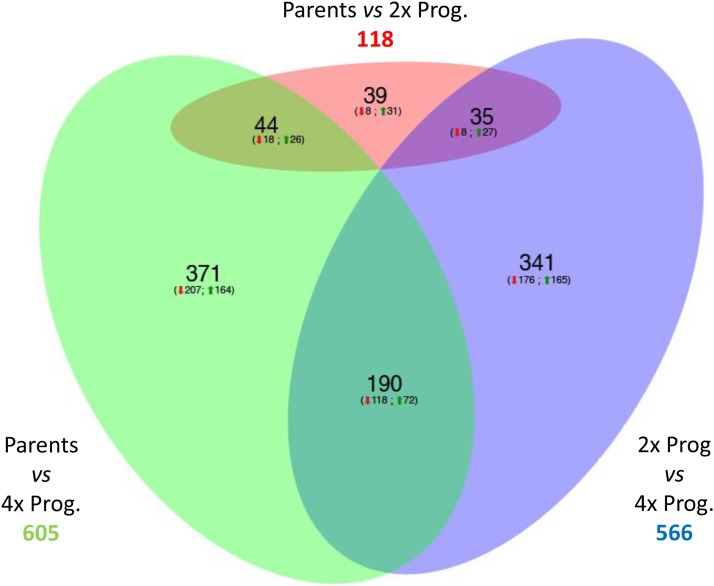
Venn diagram summarizing the results of the microarray experiment. Pink: genes differing in transcription level between the parents and the 2x progeny (Hybridization-sensitive, HS). Green: genes differing between the parents and the 4x hybrids (Hybridization and Polyploidization sensitive, HPS). Blue: genes differing between the 2x and the 4x hybrids (Polyploidization sensitive, PS). The red arrows refer to subset of genes that are underexpressed in the former group of each comparison, while the green arrows refer to the subset of genes that are overexpressed in the former group of each comparison.

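The spread of the log2 intensities around the group mean was computed for each gene. The median SD was 0.307 over the 6 parental arrays, 0.295 over the 9 arrays of the 2x hybrids and 0.261 over the 9 arrays of the 4x hybrids. The corresponding median SE of the mean was 0.125 in the parents, 0.0982 in the 2x hybrids and 0.0869 in the 4x hybrids. The SD was larger in the parents than in the 2x hybrids for 54.8% of the genes, and larger than in the 4x hybrids for 62.6%. An SD over 1 was found for 1801 genes in the parents, 624 in the 2x hybrids and 532 in the 4x hybrids. Of the genes called between the parents and the 2x hybrids, 15 also differed between PG-F9 and 12P and 61 did not.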

The small number of HS genes is probably due to the large transcriptional difference between the parents (Figure 6): for many genes, the parental mean was affected by a large SE, and this restricted the number of statistically significant instances in parent–progeny comparisons. However, the number of HPS genes was about five times that of HS genes, clearly indicating that polyploidization, combined with hybridization, has a significant effect on gene expression.

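The genes called between the parents and the 4x hybrids were 7.45 times as many as those called between the parents and the 2x hybrids. Both comparisons used 6 parental arrays against 9 hybrid arrays. The ratio was between 1.74, in a fit of all arrays with 1 mean per genotype, and 29.3, with genotype as a random block, among the alternatives that kept all arrays and called genes in both comparisons. It was 1.41 without PG-F9 and 1.72 without 12P. With a parent left out, the comparison is no longer with the parental mean, and the numbers are not those of HS and HPS genes. The ratio also depended on the 2x hybrids, with 566 genes called between the parents and the 4x hybrids. Between the parents and the 2x hybrids, 25 genes were called without S24-2x and 41 without its replicate 2, which raises the ratio. Without S8-2x or without S16-2x, 128 were called, which lowers it. The paper proposes that the low number of HS genes is due to the large SE of the parental mean. From the higher number of HPS genes, it concludes that polyploidization combined with hybridization affects gene expression.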

**Figure 6:**
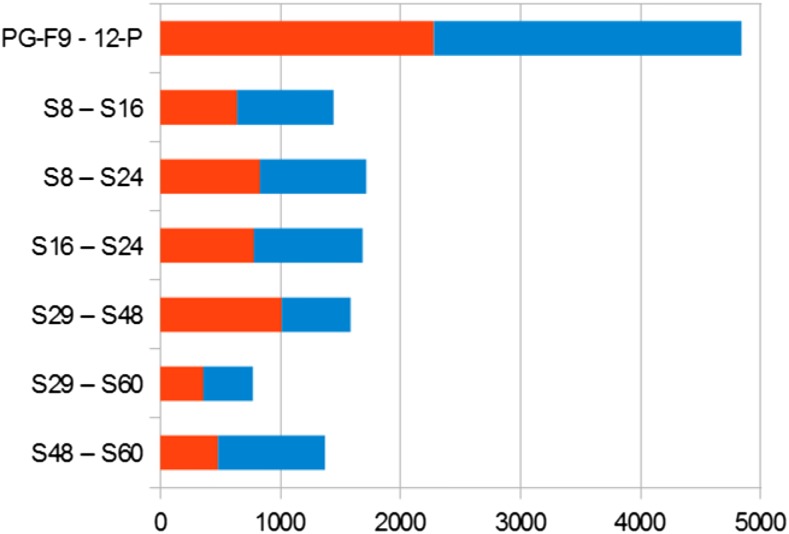
Number of differentially expressed genes in single genotype comparisons. The red bar corresponds to the genes overexpressed in the first genotype of each comparison, the blue bar to the genes overexpressed in the second genotype of each comparison.

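Each hybrid was compared with the parents in a fit of its 3 arrays and the 6 parental arrays. In S8-2x, 105 genes differed from the parental mean, 17 of them higher and 88 lower in the hybrid. In S16-2x, 73 genes differed, with 18 higher and 55 lower, and in S24-2x 408 genes, with 152 higher and 256 lower. Among the 4x hybrids, 304 genes differed in S29-4x (126 higher and 178 lower), 658 in S48-4x (317 higher and 341 lower) and 431 in S60-4x (220 higher and 211 lower). In a fit of all 24 arrays with 1 mean per genotype, the numbers ranged from 830 in S16-2x to 2035 in S48-4x. Single arrays weighed on these numbers. Without 1 array of the hybrid, the number fell to 31 in S8-2x (without replicate 2), 7 in S16-2x (without replicate 2), 82 in S24-2x (without replicate 3), 1 in S29-4x (without replicate 2), 67 in S48-4x (without replicate 1) and 35 in S60-4x (without replicate 3). Without S24-2x replicate 1 the number in S24-2x rose to 802 and the direction changed, with 539 genes higher and 263 lower in the hybrid. The direction also changed in S29-4x without replicate 1 (29 higher and 26 lower), in S48-4x without replicate 2 (87 and 67) or 3 (246 and 201) or PG-F9 replicate 3 (209 and 203), and in S60-4x without PG-F9 replicate 2 (161 and 172). In the fit of all 24 arrays it changed in S16-2x, S24-2x and S29-4x. Only in S8-2x did genes lower in the hybrid prevail in each alternative.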

The comparison of single progeny genotypes with the parental mean (Table 2) showed that there were more overexpressed than underexpressed genes in all genotypes but one (S60-4x). The ratio between the numbers of over and underexpressed genes was 2.13 for 2x and 1.20 for 4x hybrids, indicating that hybridization mostly increased gene transcription, but hybridization combined with polyploidization resulted in a modest increase of the transcription level.

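In the comparisons of single hybrids, the number of genes higher in the hybrid divided by the number of genes lower in the hybrid was 0.371 ± 0.204 (SD, n = 3 hybrids) for the 2x hybrids and 0.893 ± 0.170 (SD, n = 3 hybrids) for the 4x hybrids. The ratio was lower in each 2x hybrid than in each 4x hybrid (exact two-sided permutation test, p = 0.1, the smallest p that 3 hybrids against 3 allow). The inverse, the number of genes higher in the parents divided by the number higher in the hybrid, was 3.31 ± 1.76 (SD, n = 3) for the 2x hybrids and 1.15 ± 0.236 (SD, n = 3) for the 4x hybrids. The direction in the 4x hybrids was not stable. With all arrays fitted as 8 genotype means, genes higher in the hybrid were the more frequent, with a ratio of 1.07. The ratio was also above 1 without S60-4x replicate 2 (1.05), without S48-4x replicate 2 (1.02) and without S29-4x replicate 1 (1.03). Without S60-4x replicate 2 and without S48-4x replicate 2 the mean of the inverse was above 1 as well (1.05 in both cases), so that a mean over 3 ratios does not give a direction there. The ratio of the 2x hybrids rose to 0.857 ± 1.04 (SD, n = 3 hybrids) without S24-2x replicate 1, with an inverse of 2.91. The separation of the 2x from the 4x hybrids by this ratio did not hold in the fits of all 24 arrays. Fitted as 8 genotype means, 435 genes were higher and 395 lower in S16-2x, against 938 and 1097 in S48-4x. The mean ratio of the 2x hybrids was then 0.983. Fitted with 1 mean for the parents and 1 per hybrid, these numbers were 490 and 562 in S24-2x, against 299 and 432 in S29-4x.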

**Table 2:** Numbers of genes whose transcription levels differed significantly between single progeny plants and the parental mean

	2x Hybrids				4x Hybrids			
	S8-2x	S16-2x	S24-2x	Mean	S29-4x	S48-4x	S60-4x	Mean
Overexpressed (O)	236	240	562	346	432	818	393	547
Underexpressed (U)	74	117	490	227	299	680	404	461
Ratio O/U	3.19	2.05	1.15	2.13	1.44	1.20	0.97	1.20
Differentially expressed (O+U)	310	357	1052	573	731	1498	797	1009
Percentage differentially expressed	0.75	0.86	2.53	1.38	1.76	3.61	1.92	2.43

Due to large genetic distance, wide transcriptional differences between the parental genotypes were expected; in fact, 4839/41,538 = 11.6% of the genes differed significantly (Figure 6 and Table S13). 

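Between PG-F9 and 12P, with 3 arrays each, 4597 genes (11.1%) were differentially expressed, 2197 of them higher in PG-F9 and 2400 higher in 12P. With each of the 6 arrays left out in turn, between 4049 and 4774 genes were called, and genes higher in PG-F9 were the more frequent without PG-F9 replicate 2 (2058 and 1991) and without 12P replicate 2 (2051 and 2023).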

The differences between single genotypes within the 2x and 4x hybrids were comparatively small, involving 357–1010 genes. This is consistent with the high genetic similarity between the full-sib plants of each progeny.

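Among the 2x hybrids, S8-2x and S16-2x differed in 1043 genes, of which 445 were higher in S8-2x and 598 higher in S16-2x. S8-2x and S24-2x differed in 1419 genes, with 748 higher in S8-2x and 671 higher in S24-2x, and S16-2x and S24-2x differed in 359 genes, with 220 higher in S16-2x and 139 higher in S24-2x. Among the 4x hybrids, S29-4x and S48-4x differed in 1311 genes (911 higher in S29-4x and 400 higher in S48-4x), S29-4x and S60-4x in 639 genes (330 and 309), and S48-4x and S60-4x in 1344 genes (452 and 892). The comparison of S16-2x with S24-2x rested on single arrays. It gave 1101 genes without S16-2x replicate 1 and 1171 genes without S24-2x replicate 1, and 1 gene without S24-2x replicate 3. In limma, 0 genes were called without S16-2x replicate 2, S16-2x replicate 3 or S24-2x replicate 2, with 6371, 8117 and 7323 genes, respectively, at an unadjusted p under 0.05. In a fit of all 24 arrays with 1 mean per genotype, 1685 genes were called between S16-2x and S24-2x. The direction also changed for both comparisons with S24-2x. Without S24-2x replicate 1, 382 genes were higher in S16-2x and 789 higher in S24-2x, and 1082 higher in S8-2x and 1393 higher in S24-2x. In the fit of all 24 arrays these numbers were 778 and 907, and 829 and 885. Between S29-4x and S60-4x, genes higher in S60-4x were the more frequent in that fit (357 and 414), without S29-4x replicate 3 (364 and 473) and under 3 other alternatives.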

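Genes whose replicates were separated by more than 3 log2 units between genotypes were counted as a measure of distance. Pairs of 2x hybrids were separated by between 9 and 78 such genes, pairs of 4x hybrids by between 18 and 28, and a 2x and a 4x hybrid by between 14 and 64. A hybrid and a parent were separated by between 37 and 106 genes. A principal component analysis was made on the 30769 genes with a mean log2 intensity above the mean of the highest negative controls (6.32). Component 1 held 22.6% of the variance, with a mean of 79.3 for PG-F9 and -63.2 for 12P, and the means of the hybrids between -20.4 (S29-4x) and 14.4 (S16-2x). Component 2 held 18.2% of the variance, with means of -42.2 for S16-2x, -28.6 for S8-2x, 6.5 for S24-2x, 16.1 for S29-4x, 25.2 for S60-4x and 62.1 for S48-4x.

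**Figure D1:**
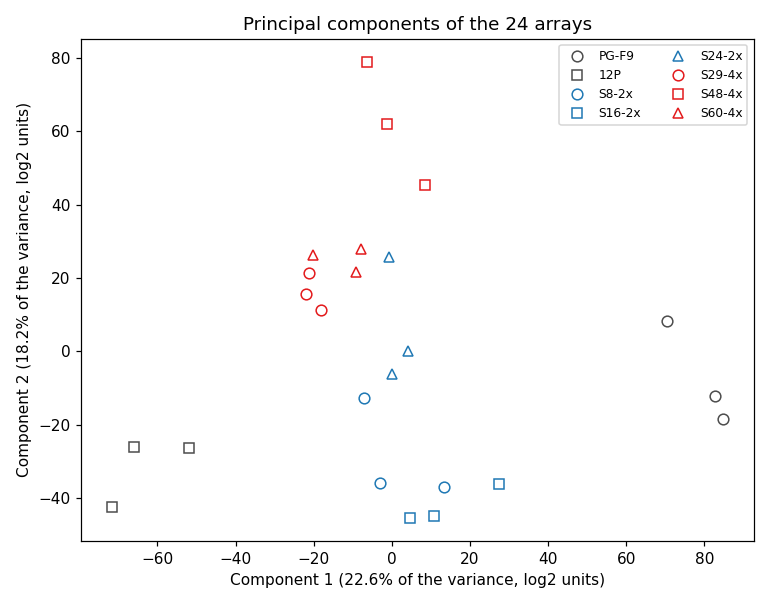
Position of each of the 24 arrays on components 1 and 2 of the log2 intensities (log2 units), with black symbols for the parents, blue for the 2x hybrids and red for the 4x hybrids, and 1 symbol shape per genotype within a group. The parents lie at the ends of component 1 (means 79.3 and -63.2) with the 6 hybrids between them, and component 2 runs from S16-2x (mean -42.2) to S48-4x (mean 62.1).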

### Gene ontology analysis and term enrichment of PS genes

Of 341 PS genes, 240 were annotated (Figure S2). The vast majority of Blast hits were *M. truncatula* sequences, followed by *Glycine max*, *Cicer arietinum* and *Vitis vinifera* (Figure S3). Blast2GO analysis showed that in the “biological process” vocabulary, the more frequent GO term was “oxidation–reduction process” (Figure S4). In the “cellular component” vocabulary, “protein complex” and “integral to membrane” were the most represented terms (Figure S5). In the “molecular function” vocabulary, the most frequent term was “ATP binding”, and related terms were also present (“nucleoside-triphosphatase activity”, “hydrolase activity, acting on ester bonds”). The term “oxidoreductase” was well represented, and “tetrapyrrole binding” was present (see below) (Figure S6). The GOslim procedure was also adopted to restrict the ontology search to the plant kingdom. In the “biological process” vocabulary, “response to stress” and “biosynthetic processes” were the most frequent terms, followed by “cellular protein modification process” and “signal transduction” (Figure S7). In the “cellular component” vocabulary, the plastid compartment clearly predominated, with the “plastid” and “tylacoid” terms (Figure S8). In the “molecular function” vocabulary, nucleic acid binding was the most frequent function with several terms related to it. “Hydrolase activity” and “protein binding” were also frequent (Figure S9).

We used BinGO to determine whether a GO term was more or less frequent than expected in PS genes with respect to the whole microarray. Six “Molecular function”, 18 “Biological process”, and 16 “Cellular component” GO terms were significantly enriched in the PS genes (Table S14). These 40 terms originate from 25 genes (Table 3); 15 of them had higher expression in 4x than in 2x hybrids, and showed homology with chlorophyll-binding proteins (six genes), lipoxygenases (three genes), heat shock proteins (two genes), ribulose 1,5-bisphosphate carboxylase small subunit, UDP-glucosyltransferase, and photosystem I subunit *Psa*D (one gene each). Therefore, most of the genes in this group are related to photosynthesis. 

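All 25 genes of Table 3 were differentially expressed between the 2x and 4x hybrids, both with p-values adjusted over all genes and adjusted over the list alone (25 genes). The list was chosen by the study on these arrays, so the second count is not independent evidence. In the 15 genes with higher expression in the 4x hybrids, the log2 difference (2x minus 4x) was between -4.42 and -1.00, with means at background in 1 hybrid group for 5 of the 25 genes. For the UDP-glucosyltransferase gene TC178665, the log2 intensity was 6.78 ± 0.46 (SD, n = 9 arrays) in the 2x hybrids and 8.08 ± 0.32 (SD, n = 9 arrays) in the 4x hybrids, without overlap of the arrays (log2 difference -1.30, SE 0.178, adjusted p = 0.000166 from limma). PG-F9 and 12P differed from each other by more than the hybrid groups in 9 of the 25 genes, TC178665 among them (6.56 and 8.85). The arrays of the hybrid groups did not overlap for 9 of the 25 genes. The means of the 3 2x hybrids all lay on one side of those of the 3 4x hybrids for 21 genes, each with p = 0.1 in an exact two-sided permutation test of the genotype means, the smallest p possible. With the mean of the arrays of each genotype as 1 observation, limma called 0 of the 25 genes, and 23 had an unadjusted p under 0.05. With each of the 18 hybrid arrays left out in turn, 16 genes were called each time, and with each of the 6 hybrids left out in turn, 12 were.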

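The 8 photosynthesis-related genes of Table 3 had log2 differences between -2.17 and -1.06, with a median of -1.41. Group means of the log2 intensity ranged from 5.69 to 12.63 in the 2x hybrids and from 7.41 to 13.88 in the 4x hybrids. The arrays of the 2x and 4x hybrids were fully separated for 4 of the 8.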

Ten genes were less expressed in 4x than in 2x hybrids, and showed homology with a diverse set of proteins: a protein kinase, a chaperonin, an alpha-dioxygenase, a peroxidase precursor, a glutathione S-transferase, a Myb transcription factor, a replication licensing factor, a disease resistance response protein, GDSL esterase/lipase, and thaumatin-like protein 1a (one gene each) (Table 3). 

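In the 10 genes with lower expression in the 4x hybrids, the log2 difference (2x minus 4x) was between 1.04 and 2.09, with adjusted p-values from limma between 8.87e-05 and 0.0417. The GDSL esterase/lipase gene TC179158 had a log2 intensity of 8.56 ± 0.55 (SD, n = 9 arrays) in the 2x hybrids and 6.96 ± 0.40 (SD, n = 9 arrays) in the 4x hybrids. Its log2 difference of 1.60 (SE 0.213, adjusted p = 0.000140 from limma) was between 1.46 and 1.72 with each hybrid left out. The thaumatin-like gene TC175139 had the largest difference (2.09, SE 0.533, adjusted p = 0.0141 from limma), with means of 7.66 in S48-4x and 9.89 in S60-4x. In TC185299, an alpha-dioxygenase, the mean of S16-2x (7.97) lay below that of S60-4x (8.46), and the gene was no longer called in 13 of 18 fits with 1 array left out. In the glutathione S-transferase gene TC200070, the mean of S8-2x (6.40) was within the range of the 4x hybrids, and the log2 difference without S16-2x was 0.87. The disease resistance response gene TC183565 was no longer called in 9 of the 18 fits. The Myb-like gene TC186568, with a mean in the 4x hybrids (6.19) at background, had a log2 difference of 0.70 without S16-2x.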

No general pattern of variation with respect to the parents was observed in this sample of genes, and stochastic variation within the progeny group was observed (not shown).

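In each of the 25 genes of Table 3, the parental mean lay between the means of the 2x and the 4x hybrids, and it was nearer to that of the 4x hybrids for 16 genes. The definition of the PS genes favors this position, since a PS gene differs between the hybrid groups while differing from the parents in neither. Among all 411 PS genes, the parental mean lay between the hybrid means for 371. Full sibs of the same ploidy differed in several genes. In TC182218, a heat shock protein, the mean log2 intensity was 11.93 in S48-4x and 9.78 in S29-4x, and in TC186568 it was 8.41 in S16-2x and 6.86 in S8-2x.

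**Figure D2:**
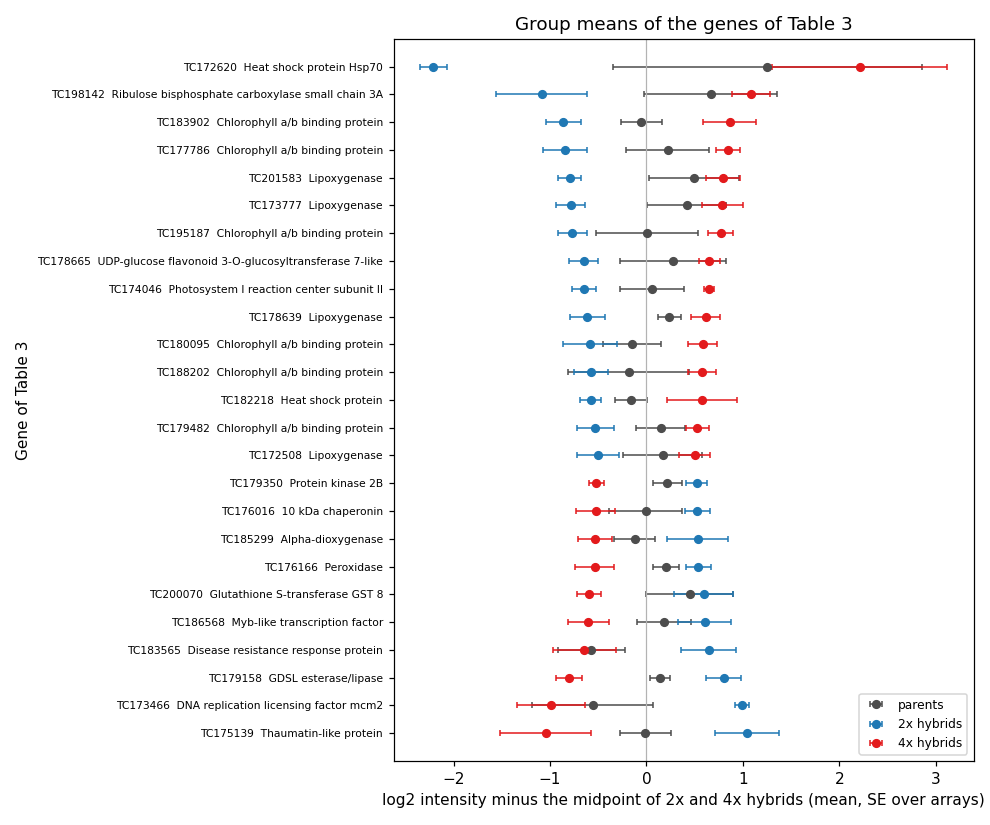
Mean log2 intensity of the parents (gray, 6 arrays), the 2x hybrids (blue, 9 arrays) and the 4x hybrids (red, 9 arrays) for the 25 genes of Table 3, each relative to the midpoint of the 2x and 4x means (horizontal axis, log2 units), with bars for the SE over arrays. The parental mean lies between the hybrid means in 25 of 25 genes.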

**Table 3:** Transcripts differentially expressed between 2x and 4x hybrids whose GO IDs are significantly enriched in the polyploidization-sensitive group of genes with respect to the genes present on the microarray, according to BiNGO analysis

Gene	Log_2_ 2x/4x Expression	Best Blast Hit*a*	E Value
4x > 2x			
TC172620	−4.419	XP_003622001.1: Heat shock protein Hsp70, *Medicago truncatula*	0.0
TC198142	−2.17	XP_003636970.1: Ribulose bisphosphate carboxylase small chain 3A, *M. truncatula*	3e-118
TC183902	−1.723	AAC25775.1: Chlorophyll *a*/*b* binding protein, *M. sativa*	1e-90
TC177786	−1.697	AAC25775.1: Chlorophyll *a*/*b* binding protein, *M. sativa*	2e-167
TC201583	−1.59	XP_003627181.1: Lipoxygenase, *M. truncatula*	0.0
TC173777	−1.571	XP_003627187.1: Lipoxygenase, *M. truncatula*	0.0
TC195187	−1.537	AAC25775.1: Chlorophyll *a*/*b* binding protein, *M. sativa*	2e-167
TC178665	−1.305	XP_004505250.1: UDP-glucose flavonoid 3-O-glucosyltransferase 7-like, *Cicer arietinum*	0.0
TC174046	−1.293	XP_003610706.1: Photosystem I reaction center subunit II, *M. truncatula*	9e-138
TC178639	−1.226	XP_003627185.1: Lipoxygenase, *M. truncatula*	0.0
TC180095	−1.168	XP_003618482.1: Chlorophyll *a*/*b* binding protein, *M. truncatula*	4e-131
TC188202	−1.158	AAC25775.1: Chlorophyll *a*/*b* binding protein, *M. sativa*	7e-101
TC182218	−1.154	XP_003592196.1: Heat shock protein, *M. truncatula*	1e-180
TC179482	−1.058	XP_003618482.1: Chlorophyll *a*/*b* binding protein, *M. truncatula*	2e-174
TC172508	−1.001	XP_003627196.1: Lipoxygenase, *M. truncatula*	0.0
4x < 2x			
TC179350	1.042	XP_003617150.1: Protein kinase 2B, *M. truncatula*	0.0
TC176016	1.056	XP_003626805.1: 10 kDa chaperonin, *M. truncatula*	0.0
TC185299	1.063	CAH05011.1: Alpha-dioxygenase, *Pisum sativum*	0.0
TC176166	1.078	XP_003594497.1: Peroxidase, *M. truncatula*	0.0
TC200070	1.187	XP_003623202.1: Glutathione S-transferase GST 8, *M. truncatula*	2e-159
TC186568	1.203	XP_003591357.1: Myb-like transcription factor, *M. truncatula*	2e-179
TC183565	1.286	XP_003604514.1: Disease resistance response protein, *M. truncatula*	1e-135
TC179158	1.602	XP_003618998.1: GDSL esterase/lipase, *M. truncatula*	0.0
TC173466	1.983	XP_003609791.1: DNA replication licensing factor mcm2, *M. truncatula*	0.0
TC175139	2.088	XP_003625706.1: Thaumatin-like protein, *M. truncatula*	2e-180

The genes are listed according to decreasing Log_2_ 2x/4x expression ratio: negative values mean that the gene has higher expression in 4x that in 2x plants, and vice-versa. The best blast hit of each transcript and its E value are presented.

a Best hit from Blastx as of March 15, 2014. When the best hit was an ’unknown protein’ the best annotated hit was taken instead.

Six genes among those pinpointed by the Bingo enrichment analysis (three from the 4x > 2x group, three from the 4x < 2x group) were tested by qRT-PCR (Figure S9). Sequencing of the amplicons confirmed the identity of the genes (Table S16). The 2x–4x expression differences from the microarray experiment (Figure S10) were confirmed for all genes, and the trends were validated.

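On the arrays, the genes tested by qRT-PCR with higher expression in the 4x hybrids were TC172620 (Hsp70), TC198142 (Rubisco small subunit) and TC180095 (chlorophyll a/b binding protein). Those with lower expression were TC176166 (peroxidase), TC200070 (glutathione S-transferase) and TC173466 (replication licensing factor). The peroxidase gene TC176166 had a log2 intensity of 13.11 ± 0.38 (SD, n = 9 arrays) in the 2x hybrids and 12.03 ± 0.61 (SD, n = 9 arrays) in the 4x hybrids, a log2 difference of 1.08 (SE 0.225, adjusted p = 0.00429 from limma). It was 0.71 without S29-4x, under the threshold for a call. The means of the single hybrids overlapped between the ploidy levels in TC198142 and in TC200070, and were separated in the other 4 genes. The only fully separated arrays were those of TC173466.

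**Figure D3:**
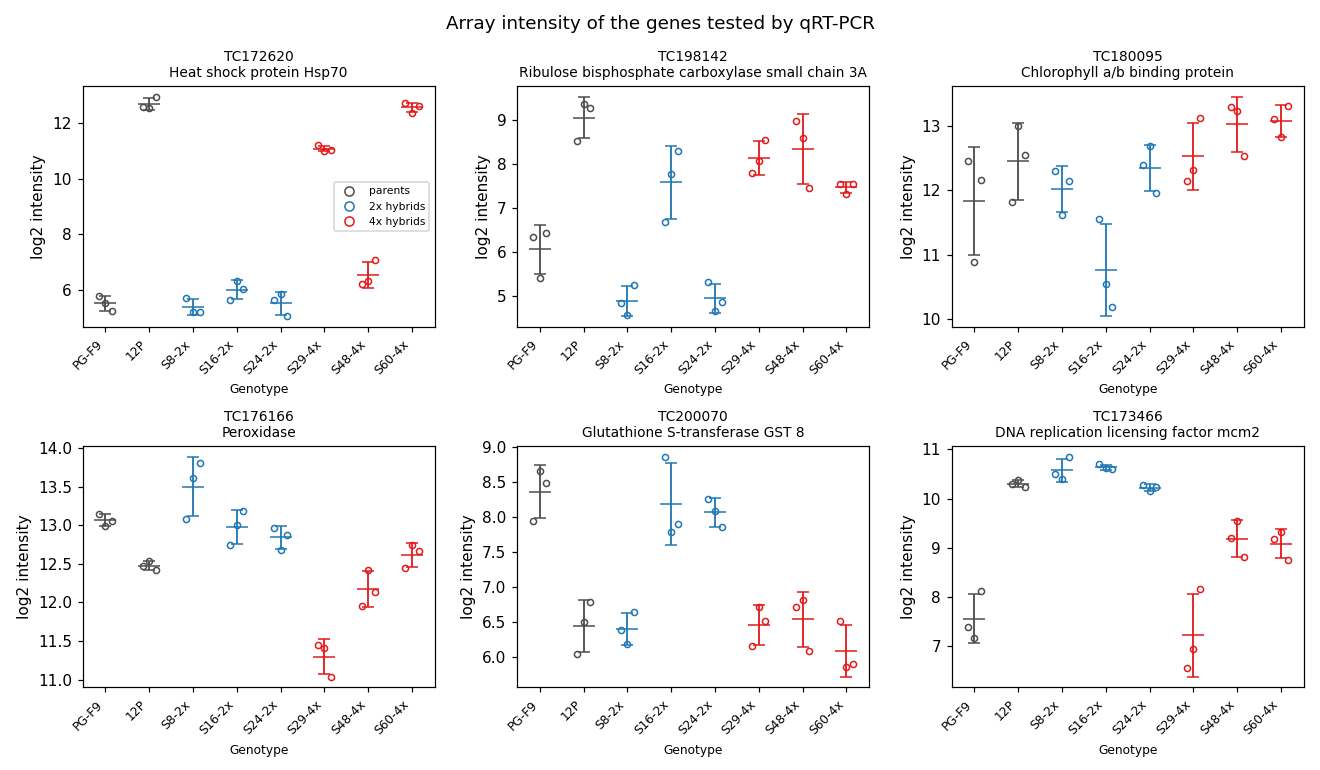
Log2 intensity (vertical axis, log2 units) of the 6 genes in each genotype (horizontal axis), with 1 point per array and the mean and SD over 3 arrays, for the parents (gray), the 2x hybrids (blue) and the 4x hybrids (red). In TC172620, S48-4x (mean 6.54) lies apart from S29-4x (11.08) and S60-4x (12.56), and in TC200070 S8-2x (6.40) lies apart from S16-2x (8.18) and S24-2x (8.06).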

### Genome methylation

When interpreting the results of MSAP analysis in our materials, it should be kept in mind that the parents are heterozygous, and segregation of parental alleles occurs both in *n* and in *2n* gametes deriving from restitutional meiosis. Therefore, the loss of a MSAP band may be a consequence not only of *de novo* cytosine methylation, but also of segregation (Aversano *et al.* 2012). On the contrary, when a band that was not present in the parents appears in a progeny plant, it can be attributed to cytosine demethylation. Based on the MSAP profiles, the number and frequency of unmethylated, hemi-methylated, and fully methylated CCGG sites were calculated for PG-F9, 12P, and their 2x and 4x hybrids (Figure 7). The 2x hybrids exhibited a higher frequency of full methylation (46.4%) than the 4x hybrids (39.2%), which did not differ from the parents. Therefore, hybridization promoted DNA full methylation at CCGG sites, and polyploidization appeared to have the opposite effect. By contrast, the differences between 2x and 4x hybrids in terms of hemi-methylation levels were not significant (Figure 7). We determined all the changes in cytosine methylation patterns between parents and each hybrid, and classified the methylation patterns into five different classes, namely: monomorphic, parental pattern inheritance, *de novo* methylation, demethylation, and unidentified/ambiguous (Table 4). In both the 2x and 4x hybrids, most cytosine methylation patterns were monomorphic (41.8% and 34.5, respectively), or were inherited from one of the parents (32.7% and 36.2%, respectively). Regarding the nonparental methylation pattern inheritances, we observed statistically significant differences (*P* < 0.05) in demethylation sites between 2x and 4x hybrids: in 4x hybrids, 15.5% of the sites lost parental methylation, *vs.* only 9.6% in diploids (Table 4). Although methylation patterns in each progeny differed among individuals, the MR values showed that *de novo* methylation was more frequent than demethylation in 2x hybrids (MR = 1.4), while the opposite was true in 4x hybrids (MR = 0.8, Table 4). Therefore, hybridization, and not polyploidization, appeared to promote DNA demethylation in our materials. Principal coordinates analysis of MSAP profiles (Figure 8) grouped the progeny plants consistently with their genetic similarity: the parents are wide apart, whereas the hybrids (which are full sibs) are closer together, without clear separation between 2x and 4x groups.

**Figure 7:**
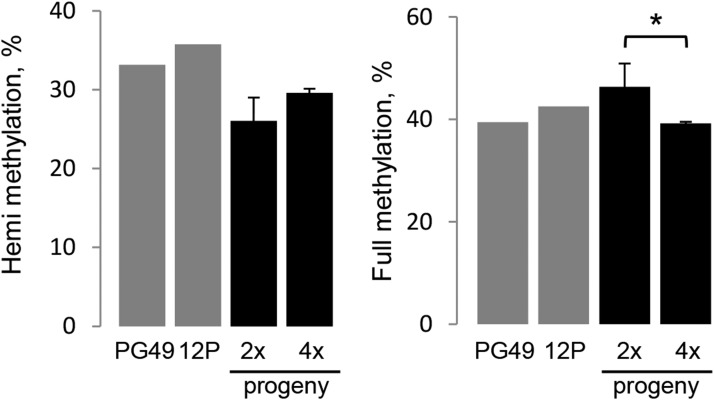
The average cytosine methylation levels in PG—F9 and 12P parents (gray bars), and their 2x and 4x hybrid hybrids (black bars). (A) Methylation changes at hemi-methylated sites. (B) methylation changes at fully methylated sites. ** Different at *P* < 0.05, Duncan’s multiple range test.

**Table 4:** Results of MSAP analysis

Genotypes	Total	Monomorphic	Parental Pattern Inheritance		Nonparental Pattern Inheritance		Ambiguous*^a^*	MR*^b^*
			PG-F9 like	12-P like	Demethylation	*De novo* Methylation		
2x progenies								
S8	221	100*^c^* (45.25*^d^*)	41 (18.55)	28 (12.67)	24 (10.86)	22 (9.95)	6 (2.71)	0.9
S16	235	101 (42.98)	54 (22.98)	21 (8.94)	26 (11.06)	27 (11.49)	6 (2.55)	1.0
S24	234	87 (37.18)	43 (18.38)	39 (16.67)	16 (6.84)	46 (19.66)	3 (1.28)	2.9
Total	690	288 (41.74)	138 (20.00)	88 (12.75)	66 (9.57) *	95 (13.77)	15 (2.17)	1.4
4x progenies								
S29	250	90 (36.00)	63 (25.20)	30 (12.00)	30 (12.00)	33 (13.20)	4 (1.60)	1.1
S48	242	79 (32.64)	50 (20.66)	42 (17.36)	42 (17.36)	28 (11.57)	1 (0.41)	0.7
S60	250	87 (34.80)	41 (16.40)	43 (17.20)	43 (17.20)	32 (12.80)	4 (1.60)	0.7
* *Total	742	256 (34.50)	154 (20.75)	115 (15.50)	115 (15.50) *	93 (12.53)	9 (1.21)	0.8

Number and percentage of methylation markers scored in each 2x or 4x hybrid in comparison with their parents. MR, methylation ratio.

a Methylation changes difficult to interpret according to Fulneček and Kovařík (2014).

b MR: methylation ratio is the percent ratio of the number of markers revealing *de novo* methylation over the number of markers revealing demethylation.

c The number of corresponding sites.

d The frequency of the corresponding sites.

* These two figures differ significantly at *P* ≤ 0.05.

**Figure 8:**
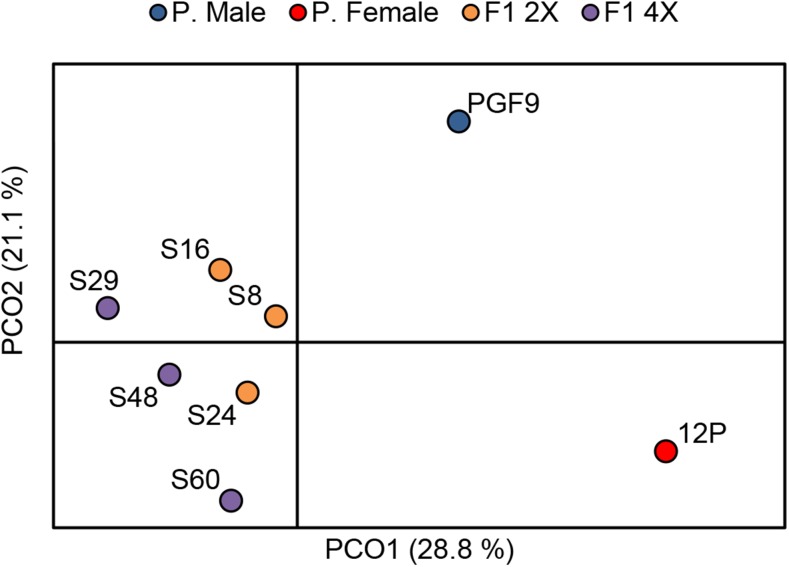
Results of principal coordinates analysis (PCA) of MSAP patterns. The first two coordinates (PCO1 and PCO2) are displayed with the indication of the percentage of variance explained in brackets. Labels indicate the centroids of each group.

## Discussion

The polyploidization system used in this study exploits spontaneous mutations of gametogenesis leading to 2*n* gamete formation, and, as such, simulates natural polyploidization events. Since the natural distribution range of subsp. *coerulea* and *falcata* overlap, and hybrids occur in nature at both 2x and 4x levels (Small 2011), a cross similar to PG-F9 × 12P could have occurred spontaneously. From this point of view, our experimental materials differ from those used in previous studies on plant neopolyploids, obtained by artificial chromosome doubling involving tissue culture or spindle-inhibiting substances. Therefore, this work offers an original perspective with which to investigate the adaptive advantages of polyploidy (Hilu 1993, Mayrose *et al.* 2011; Madlung and Wendel 2013).

### Neopolyploids show tetrasomic inheritance for most chromosomes

In alfalfa, quadrivalent pairing is infrequent (Stanford *et al.* 1972), so cytogenetic investigations are not useful to demonstrate tetrasomic inheritance; molecular marker segregation, on the contrary, can give clear evidence of pairing behavior. Cytogenetic studies have shown differences in C-banding patterns between *M. sativa* subsp. *falcata* and *M. sativa* subsp. *coerulea* (Bauchan and Hossain 1997), revealing differences in constitutive heterochromatin content of chromosomes. Therefore, preferential pairing may be expected in the BSP plants because they have two *falcata* chromosome sets from PG-F9, and two mixed *falcata* x *sativa* chromosome sets from 12P, deriving from two meiotic recombination rounds after the *falcata* x *sativa* cross. Preferential pairing implies disomic inheritance and allopolyploidy, whereas random pairing leads to tetrasomic inheritance, which is characteristic of autotetraploids (reviewed by Parisod *et al.* 2010). Therefore, the first question is whether or not our BSP plants are true autopolyploids. SSR marker segregation allowed us to answer this question: tetrasomic inheritance was the rule, with only a few exceptions, indicating that chromosome homology between *falcata* and *sativa* is high, in spite of the large morphological difference between the subspecies. Chromosome V was the only one showing a consistent tendency toward disomic segregation. Preferential pairing of this chromosome could depend on the amount and pattern of recombination between *sativa* and *falcata* chromosomes occurred in 12P (Figure S11).

### Polyploid alfalfa hybrids show phenotypic superiority and novel variation for adaptive traits

For several traits our autopolyploids performed better than both their parents and 2x hybrids, suggesting that sexual polyploidization between heterozygous, diverse genotypes resulted in increased heterozygosity of 4x BSP plants, a possible cause of “polyploid heterosis”. By contrast, in maize, tobacco, and potato autopolyploids obtained through somatic doubling, 4x plants did not display a polyploid superiority (Riddle *et al.* 2010; Stupar *et al.* 2007; Anssour *et al.* 2009; Aversano *et al.* 2015). This probably reflects the fact that somatic polyploids have the same alleles as the diploid parents, and thus do not have increased allele interactions that can enhance heterosis. Higher seed set in crosses was the most striking effect of polyploidization. It is likely that sterility factors present in parents were partly offset by complementation in the 2x hybrids, resulting in heterosis for seed set, and this complementation was much higher at the 4x level. Masking of unfavorable parental alleles as a consequence of sexual polyploidization form the basis of the high fitness of first-generation polyploids, and contribute to reproductive success. Such advantage of neopolyploids may not be uncommon (Gross and Schiestl 2015). A positive effect of chromosome doubling *per se* on fertility in alfalfa was demonstrated by Obajimi and Bingham (1973). Higher seed set would allow more abundant seed production before summer drought in the southern part of the species distribution area in which cultivation of 4x alfalfa was established. Higher seed weight has been associated with adaptation advantages of polyploids (Hahn *et al.* 2013). Such a combination of traits might also form the basis of the adoption of tetraploid *M. sativa* in agriculture. In this view, sexual polyploidization can be regarded as a key factor underpinning the agricultural adoption of alfalfa, as was proposed for wheat (Dubcovsky and Dvorak 2007). Flowering time is an important adaptive trait, and has been shown to be affected by chromosome doubling in *Arabidopsis thaliana*, with autotetraploids flowering later than diploids (Chen 2010). In our study, 4x hybrids tended to flower earlier than 2x hybrids, indicating that polyploidization may result in a shorter growth cycle. These different responses to autopolyploidization are reminiscent of the responses to hybridization: early flowering is heterotic in maize, whereas late flowering is heterotic in *Brassica napus* (Chen 2010). It can be hypothesized that alfalfa 4x hybrids experience adaptive advantages in the wild. Indeed, faster development leading to earlier flowering can be an advantage in the wild to outcompete other species. In cultivated fields, flowering time directly reflects biomass production—the most important agronomic trait of forage crops. In alfalfa, fast development is desirable to gain more harvests per year and to better compete against weeds.

### Polyploidization increases nonadditive gene transcription

In this work, gene transcription levels were compared using equal amounts of total RNA per sample. We assumed that the total amount of RNA per genome was constant or, in other words, that the total RNA per cell (transcriptome) doubled with chromosome number. Therefore, relative transcription levels per genome were compared in this work (Guo *et al.* 1996; Stupar *et al.* 2007). Since cell size increased with ploidy (Beaulieu *et al.* 2008; documented here for leaf epidermal and stomata cells), when a gene showed equal transcription levels in the 2x and 4x plants, it could be assumed that there was an increase of transcription level per cell proportional to the increase in cell size (Guo *et al.* 1996; Riddle *et al.* 2010). On the contrary, different expression between ploidy levels implies that the change in transcription was not proportional to the change in cell size.

When two individuals are crossed, some genes can show nonadditive gene expression in the hybrids, that is, the transcription level of some genes can differ significantly from the parental mean. Such nonadditivity may be at the base of heterosis (reviewed in Chen 2013). This was tested in alfalfa, by comparing the numbers of nonadditively expressed genes in heterotic *vs.* nonheterotic population hybrids (Li *et al.* 2009). The heterotic hybrids showed substantially more (4.4–7.7%) nonadditively expressed genes than the nonheterotic hybrid (0.5%). Polyploidization can affect gene expression in hybrids: in fact, nonadditivity of parental gene expression is a common feature of allopolyploids (reviewed in Jackson and Chen 2010; Chen 2013). In neo-autotetraploids, subtle gene expression changes have been found. For example, in maize, about 6% of the genes were transcriptionally affected due to transition from the 2x to the 4x state (Riddle *et al.* 2010). In potato, about 12% of 9029 genes were differentially expressed in leaves between isogenic 2x and 4x potato plants (Stupar *et al.* 2007). 

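Averaged over the 3 hybrids of each ploidy level, the share of genes that differed from the parental mean was 0.47% for the 2x hybrids and 1.12% for the 4x hybrids. The share was 0.253% in S8-2x, 0.176% in S16-2x and 0.982% in S24-2x. Among the 4x hybrids it was 0.732% in S29-4x, 1.58% in S48-4x and 1.04% in S60-4x.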

Here, nonadditivity was observed for a small number of genes in 2x hybrids (1.38%, in the range observed by Li *et al.* 2009), but polyploidization determined a five-fold increase of nonadditively expressed genes in 4x hybrids. Cheng *et al.* (2015) found a similar response. 

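In the comparison of the parents with the pooled 4x hybrids, 43.8% of the differentially expressed genes were higher in the parents. This share was 64.8% when the parental mean was computed on the linear scale and 55.5% without a threshold on the log2 difference. In the comparisons of single 4x hybrids with the parents, the share was 58.6% in S29-4x, 51.8% in S48-4x and 49.0% in S60-4x. In a fit of all 24 arrays with 1 mean per genotype these shares were 46.9%, 53.9% and 44.7%. In S60-4x the share was 56.5% with the parental mean on the linear scale and 53.4% without the threshold, so that neither the direction in the pooled 4x hybrids nor that in single 4x hybrids was stable.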

The fact that, in the comparison of pooled 4x hybrids with parents, underexpressed genes prevailed, whereas in comparisons between single 4x hybrids with parents, overexpressed genes prevailed, suggests that polyploidization exerted a stochastic effects on gene transcription. A few hundred differentially expressed genes were evidenced in the comparison between 2x and 4x hybrids. Since the 2x and 4x plants are full sibs, we concentrated our attention on those genes that we consider to be “polyploidization-sensitive”. Polyploidization preferentially affected the expression of genes related to energy metabolism, response to stress, and the plastid compartment. GO terms significantly enriched in the PS group of genes derived from only 25 differentially expressed genes, 15 of them upregulated, and 10 downregulated in 4x *vs.* 2x plants.

Eight photosynthesis-related genes were upregulated, six of them encode chlorophyll binding proteins. These proteins bind to chlorophyll *a* and *b* to form the light-harvesting complexes (LHC) I and II, that capture and deliver light excitation energy to photosystems I and II. 

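The 6 chlorophyll-binding genes had log2 differences (2x minus 4x) with SE between 0.185 and 0.311 and adjusted p-values from limma between 5.57e-05 and 0.0139. The smallest p was that of TC195187, with a log2 intensity of 12.17 ± 0.44 (SD, n = 9 arrays) in the 2x hybrids and 13.70 ± 0.38 (SD, n = 9 arrays) in the 4x hybrids, and a log2 difference of -1.54. The log2 differences of TC183902 and TC177786 were -1.72 and -1.70, with a mean of TC183902 in the 2x hybrids (5.69) at background. The arrays of these 3 genes did not overlap between the 2x and 4x hybrids. The other 3 genes were no longer called with some hybrids left out. TC180095 had a log2 difference of -0.69 without S16-2x, TC188202 of -0.96 without S29-4x, and TC179482 of -0.82 without S24-2x. The parents differed from each other by more than the hybrid groups in TC188202, with 10.84 in PG-F9 and 13.51 in 12P, and in TC195187, with 11.88 in PG-F9 and 14.00 in 12P.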

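The gene homologous to photosystem I subunit PsaD, TC174046, had a log2 intensity of 12.59 ± 0.38 (SD, n = 9 arrays) in the 2x hybrids and 13.88 ± 0.15 (SD, n = 9 arrays) in the 4x hybrids, without overlap of the arrays. The log2 difference (2x minus 4x) was -1.29 (SE 0.132, adjusted p = 1.10e-05 from limma), and it stayed between -1.50 and -1.07 with each hybrid left out. The gene of the Rubisco small subunit, TC198142, had 5.81 ± 1.42 in the 2x hybrids and 7.97 ± 0.60 in the 4x hybrids (SE of the difference 0.473, adjusted p = 0.00561 from limma), the former at background. Its mean in S16-2x (7.58) was above that in S60-4x (7.46), while S8-2x (4.89) and S24-2x (4.95) were lower. The parental means were 6.06 in PG-F9 and 9.05 in 12P for TC198142, and 14.02 in PG-F9 and 12.56 in 12P for TC174046, in both genes a larger difference than between the hybrid groups. For neither gene was the difference of the parents from the 4x hybrids called (adjusted p = 0.152 for TC174046 and 0.683 for TC198142 from limma). PS genes are by definition not called in that comparison, so this does not show equal expression.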

The photosystem I subunit *Psa*D, and the Rubisco small subunit, were also overexpressed as a consequence of ploidy change. It can be speculated that the observed per genome increases in the expression of photosynthetic genes contributed to the increased biomass of tetraploids.

Four overexpressed lipoxygenase genes were enriched in the PS group. 

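The 4 lipoxygenase genes had log2 differences (2x minus 4x) of -1.59 (TC201583), -1.57 (TC173777), -1.23 (TC178639) and -1.00 (TC172508). In TC201583, the log2 intensity was 9.77 ± 0.36 (SD, n = 9 arrays) in the 2x hybrids and 11.36 ± 0.52 (SD, n = 9 arrays) in the 4x hybrids, without overlap of the arrays (SE of the difference 0.199, adjusted p = 8.07e-05 from limma). TC172508 lay at the threshold of the log2 difference and was no longer called in 9 of the 18 fits with 1 array left out. The other 3 genes were called in each of these fits. The mean of TC173777 in the 2x hybrids (5.92) was at background.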

One of the main pathways of lipid alteration is the formation of polyunsaturated fatty acids (PUFAs) (Feussner and Wasternack 2002). Their oxidation to hydroperoxides can be catalyzed by lipoxygenases (LOX). Among plastid LOX, 13-LOX is the first enzyme of the jasmonate pathway. Jasmonates are ubiquitous lipid-derived signaling compounds active in plant development, and in plant responses to biotic and abiotic stresses (Wasternack *et al.* 2013). Increased expression of LOX in 4x plants may influence many cellular processes related to biotic and abiotic stress responses. 

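The gene homologous to Hsp70, TC172620, had a log2 intensity of 5.64 ± 0.41 (SD, n = 9 arrays) in the 2x hybrids and 10.06 ± 2.73 (SD, n = 9 arrays) in the 4x hybrids. The log2 difference (2x minus 4x) was -4.42 (SE 0.847, adjusted p = 0.00240 from limma). The mean in the 2x hybrids was at background, below the mean of the highest negative controls (6.32), which limits the size of the difference. The spread in the 4x hybrids came from S48-4x, with a mean of 6.54 ± 0.48 (SD, n = 3 arrays), against 11.08 ± 0.10 in S29-4x and 12.56 ± 0.17 in S60-4x. The parents differed in the same way, with 5.53 ± 0.27 in PG-F9 and 12.68 ± 0.21 in 12P. The difference of the parental mean from the 4x hybrids was not called (log2 difference -0.96, SE 1.557, adjusted p = 0.747 from limma). With this SE the test cannot show that they are alike. The other heat shock gene, TC182218, had a log2 difference of -1.15 (SE 0.349, adjusted p = 0.0333 from limma). This difference came mainly from S48-4x, and it was -0.49 without that hybrid. For TC182218, the difference of the parental mean from the 4x hybrids was not called either (log2 difference -0.74, SE 0.429, adjusted p = 0.296 from limma). PS genes are by definition not called against the parents, so these results do not show equal expression.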

Two heat shock protein (HSP) genes, homologous to Hsp70 (the gene with the highest fold change) and to Hsp90, respectively, were nonadditively overexpressed in 4x hybrids. These chaperone proteins are involved in the response to heat, and to many other stress factors, and their increased expression may provide advantages to the 4x condition. In *A. thaliana* allopolyploids, of 33 HSP genes, 31 were underexpressed, and three overexpressed, compared with average expression in tetraploid parents (Wang *et al.* 2006), but the comparison with diploid parents was not made.

Only 10 PS, downregulated genes contributed to the GO terms enrichment, with no obvious link between them. Among them, a mini-chromosome maintenance (MCM) protein gene got our attention. 

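TC173466, homologous to the replication licensing factor mcm2, had a log2 intensity of 10.48 ± 0.23 (SD, n = 9 arrays) in the 2x hybrids and 8.50 ± 1.07 (SD, n = 9 arrays) in the 4x hybrids, without overlap of the arrays. The log2 difference (2x minus 4x) was 1.98 (SE 0.339, adjusted p = 0.00116 from limma). The mean was lowest in S29-4x (7.22), against 9.19 in S48-4x and 9.08 in S60-4x, and the log2 difference was 1.35 without S29-4x. The parents differed, with 7.56 in PG-F9 and 10.31 in 12P.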

The eukaryotic replicative helicase is composed of six distinct, but related, subunits MCM(2–7). The MCM complex binds to chromatin at the site of replication initiation, and is required for chromosome replication in eukaryotes (Bell and Botchan 2013). Its release from the replication initiation site and degradation prevents reinitiation of replication in the same cell cycle. In humans, high expression of MCM protein is observed in some cancerous cells (see, for example, Ishimi *et al.* 2003). Given that, it can be speculated that reduced expression of a MCM subunit in polyploid alfalfa on a per genome basis might correlate with a decrease in the number of cell divisions in leaf tissue, contributing to the observed lower cell number, and larger cell size. Further studies are needed to test this hypothesis.

### Polyploidization does not induce DNA methylation

On average, hybridization promoted cytosine methylation, but not when combined with polyploidization. Indeed, less fully methylated sites were found in 4x than in the 2x hybrids. It is possible that, when the balanced parental genomes merge in the 4x hybrids, the resulting 4x genome is more balanced than that of the 2x hybrids, in which *de novo* methylation might be necessary to balance gene expression. Whether cytosine methylation variation is induced by hybridization or genome duplication in polyploid plants is still an open question. Madlung *et al.* (2002) and Salmon *et al.* (2005) argued that changes in cytosine methylation arise most likely as an effect of hybridization rather than genome doubling *per se*. However, Hegarty *et al.* (2011) investigated the nonadditive changes of cytosine methylation in allopolyploid *Senecio* and showed that, despite the significant effect of interspecific hybridization, polyploidization led to a secondary effect on methylation, with reversion to additivity at some loci, and novel methylation at others. Changes in cytosine methylation levels and patterns during the process of hybridization and allopolyploidization have been well documented, and our data are consistent with the findings in polyploids of *Cucumis* (Chen and Chen 2008), watermelon (Wang *et al.* 2009), sage (Li *et al.* 2012), and poplar (Suo *et al.* 2015). We found that methylation patterns differed among genotypes within 2x and 4x hybrids. Similar differences in methylation levels among individuals were reported in polyploids of *Taraxacum officinale* (Verhoeven *et al.* 2010), *Solanum* spp. (Aversano *et al.* 2013) and *Populus* (Suo *et al.* 2015). Due to instability of cytosine methylation at different genomic loci (Zhao *et al.* 2007), it may be speculated that a number of metastable loci show random alterations as a consequence of hybridization, resulting in individual differences.

### Conclusion

In a recent interesting review, Parisod *et al.* (2010), stated that: “the successful range expansion and radiation demonstrated in various natural autopolyploids suggest that genome multiplication *per se* may represent an evolutionary advantage”. In this work, we showed that sexual polyploidization conferred on alfalfa traits that can be advantageous both in the wild, and in cultivation. Several hundred genes, related to diverse metabolic functions, changed their expression level as a consequence of polyploidization. The meaning of these transcriptional changes will be investigated in further research. In addition, we found that DNA cytosine methylation was affected by both hybridization and polyploidization, suggesting that it acts as a regulatory mechanism in both events. Together, our results show that sexual polyploidization can induce phenotypic, transcriptional and DNA methylation novelties, and can form the basis of the improved adaptation and reproductive success of tetraploid *M. sativa* with respect to its diploid progenitor. Such polyploidy-induced changes may have promoted the adoption of tetraploid alfalfa in agriculture.

## 

## Supplementary Material

Supplemental Material

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation — Supplemental Material 

# Sexual Polyploidization in *Medicago sativa* L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation

## Supplemental Material for Rosellini *et al.*, 2016

**Files in this Data Supplement:**

- Figure S1 - Scheme of the transmission of 2x parent-specific alleles by 4x plants deriving from bilateral sexual polyploidization (4x-BSP). The scheme is simplified by disregarding the 12P parent alleles. (.pdf, 102 KB)
- Figure S2 - Distribution of Blast results for the 341 Ploidy-Sensitive genes. (.pdf, 54 KB)
- Figure S3 - Species distribution of the Blast hits of Ploidy-sensitive genes. (.pdf, 92 KB)
- Table S1 - Primers for the amplification of the selected, informative SSR markers. (.pdf, 13 KB)
- Table S9 - Dry biomass yield of 2x and 4x hybrids and their parents. (.pdf, 18 KB)
- Table S10 - Dry biomass percentage of 2x and 4x hybrids and their parents. (.pdf, 18 KB)
- Table S11 - Flowering time. (.pdf, 18 KB)
- Table S12 - Fertility traits. (.pdf, 20 KB)
- Table S13 - Number of differentially expressed genes in single-genotype comparisons. (.pdf, 14 KB)
- Table S14 - GO terms significantly enriched in the PS genes with respect to the genes present in the microarray, according to BinGO analysis. (.pdf, 32 KB)
- Table S15 - Primers used for qRT-PCR analysis of six random transcripts. (.pdf, 83 KB)
- Figure S4 - Distribution of GO terms for the Biological function vocabulary among the 341 Ploidy-sensitive genes. (.pdf, 197 KB)
- Table S16 - Pairwise alignments between amplicon sequences of the *M. sativa* genes tested by qRT-PCR analysis and the *M. truncatula* TCs used for microarray and primer design (.pdf, 106 KB)
- Table S2 - Allelic configurations of SSR markers that were tested and selected (shaded) for the analysis of chromosome pairing behavior. (.pdf, 31 KB)
- Table S3 - X2 analysis of segregation mode of the BSP plant S29-4x. (.pdf, 20 KB)
- Table S4 - X2 analysis of segregation mode of the BSP plant S48-4x. (.pdf, 22 KB)
- Table S5 - X2 analysis of segregation mode of the BSP plant S60-4x. (.pdf, 21 KB)
- Table S6 - Number of alleles in parents and 4x BSP hybrids. (.pdf, 13 KB)
- Table S7 - Leaf morphology traits of 2x and 4x hybrids and their parents. (.pdf, 21 KB)
- Table S8 - Fresh biomass yield of 2x and 4x hybrids and their parents. (.pdf, 19 KB)
- Figure S5 - Distribution of GO terms for the Cellular component vocabulary among the 341 Ploidy-sensitive genes. (.pdf, 58 KB)
- Figure S6 - Distribution of GO terms for the Molecular function vocabulary among the 341 Ploidy-sensitive genes. (.pdf, 117 KB)
- Figure S7 - Distribution of GO terms for the Biological process vocabulary among the 341 Ploidy-sensitive genes, adopting the Goslim option for plants. (.pdf, 112 KB)
- Figure S8 - Distribution of GO terms for the Cellular component vocabulary among the 341 Ploidy-sensitive genes, adopting the Goslim option for plants. (.pdf, 64 KB)
- Figure S9 - Distribution of GO terms for the Molecular function vocabulary among the 341 Ploidy-sensitive genes, adopting the Goslim option for plants. (.pdf, 85 KB)
- Figure S10 - Comparison of transcriptional levels of six genes among those evidenced by Bingo analysis, as measured by qRT-PCR (A, B) and by microarrays (C, D). (.pdf, 131 KB)
- Figure S11 - Model of possible structures of a the four homologous chromosomes in two 4x BSP plants from the cross PG-F9 x 12P. (.pdf, 28 KB)
- Table S17 - Normalized expression and standard deviation for probe sets that are differentially expressed between parental and progeny means, and fold change and significance (false discovery rate) of each paired comparison.(.xls, 716 KB)

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

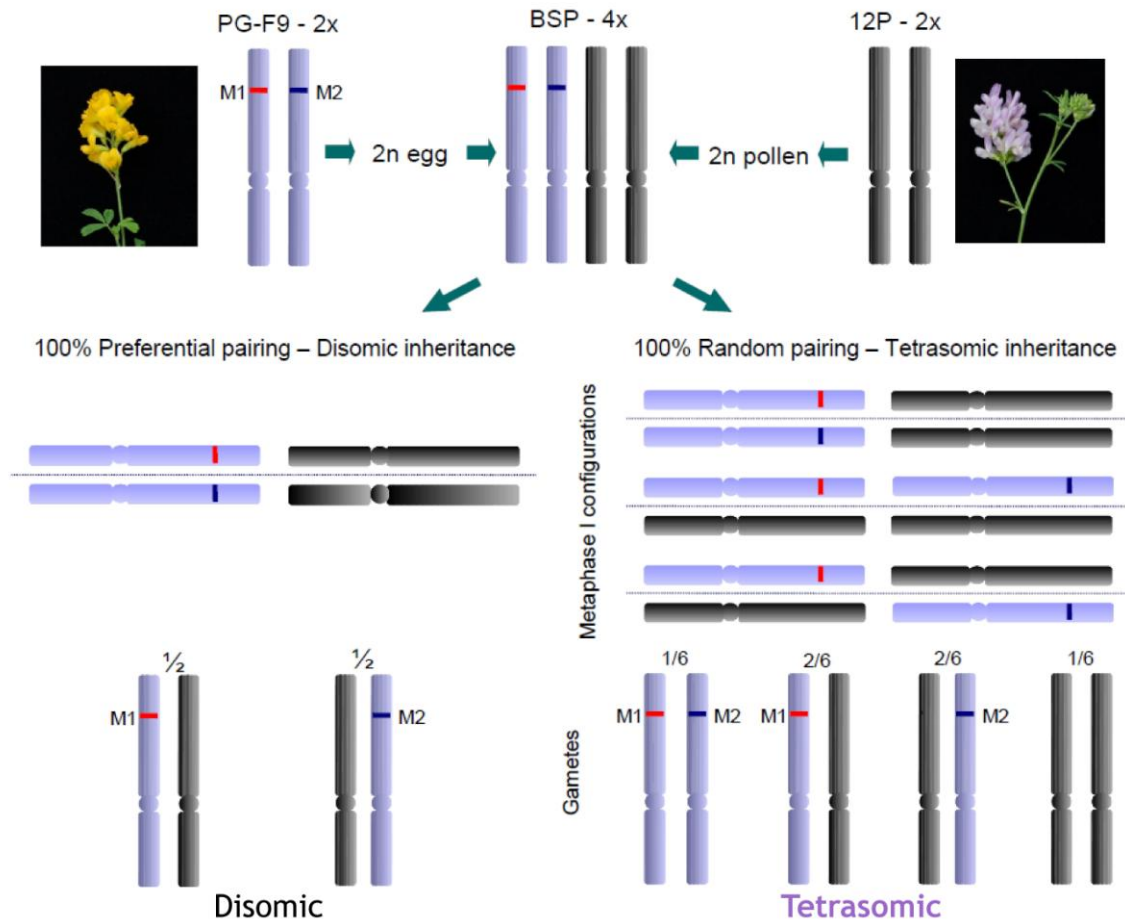

**Figure S1. Scheme of the transmission of 2x parent-specific alleles by 4x plants deriving from bilateral sexual polyploidization (4x-BSP). The scheme is simplified by disregarding the 12P parent alleles. One or both alleles from either 2x parent can be used for the segregation analysis, if absent in the 4x partner of the test cross 4x-BSP x 4x tester (not represented).**

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S1. Primers for the amplification of the selected, informative SSR markers (from Diwan *et al.* 2000, Julier *et al.* 2003; Sledge *et al.* 2005; Mun *et al.* 2006)**

| Marker                 | Chromosome | Primer sequences         |                         | Annealing Temp. |
|------------------------|------------|--------------------------|-------------------------|-----------------|
| FMT13                  | I          | GATGAGAAAATGAAAAGAAC     | CAAAAACCTCACTCTAACACAC  | 50              |
| MTIC451                | II         | GGACAAAATTGGAAGAAAAA     | AATTACGTTTGTGGATGC      | 55              |
| MTIC189                | III        | CAAACCCCTTTTCAATTTCAACC  | ATGTTGGTGGATCCTTCTGC    | 59              |
| MTIC332                | IV         | CCCTGGGTTTTTGATCCAG      | GGTCATACGAGCTCCTCCAT    | 60              |
| B14B03                 | V          | GCTTGTTCTTCTTCAAGCTC     | ACCTGACTTGTGTTTTATGC    | 56              |
| MTIC48                 | V          | TTTTTGTTAGTTTGATTTTAGGTG | GCTACAAAGTCTTCTTCCACA   | 56              |
| MTIC153                | VI         | TCACAACTATGCAACAAAAGTGG  | TGGGTCGGTGAATTTTCTGT    | 59              |
| MTIC273 <sup>(1)</sup> | VII        | TGTTAGCAACTTTGTGATGG     | TCCATTACAATACCCAGAGG    | 54              |
| MTIC135                | VIII       | GCTGACTGGACGGATCTGAG     | CCAAAGCATAAGCATTTCATTCA | 60              |

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S9. Dry biomass yield of 2x and 4x hybrids and their parents. Means followed by different letters are significantly different at  $P<0.05$ .**

| <b>Plant</b>           | <b>Ploidy</b> | <sup>(1)</sup> <b>Dry matter</b> |                           |                           |
|------------------------|---------------|----------------------------------|---------------------------|---------------------------|
| <b>PARENTS</b>         |               | <b>1<sup>st</sup> cut</b>        | <b>2<sup>nd</sup> cut</b> | <b>3<sup>rd</sup> cut</b> |
| PG-F9                  | 2x            | 15.38                            | 11.26                     | 8.65                      |
| 12P                    |               | 12.49                            | 12.00                     | 8.21                      |
| <b>Parental mean</b>   |               | <b>13.31</b>                     | <b>11.78 C</b>            | <b>8.34</b>               |
| <b>HYBRIDS</b>         |               |                                  |                           |                           |
| S8                     | 2x            | 11.84                            | 14.34                     | 7.59                      |
| S16                    |               | 21.53                            | 13.82                     | 9.72                      |
| S24                    |               | 13.02                            | 23.16                     | 15.38                     |
| <b>2x hybrids mean</b> |               | <b>15.46</b>                     | <b>17.89 B</b>            | <b>11.37</b>              |
| S29                    | 4x            | 15.49                            | 24.58                     | 14.13                     |
| S48                    |               | 14.70                            | 23.05                     | 12.42                     |
| S60                    |               | 13.44                            | 25.31                     | 9.84                      |
| <b>4x hybrids mean</b> |               | <b>14.54</b>                     | <b>24.11 A</b>            | <b>12.59</b>              |

<sup>(1)</sup> Average of 2-6 rooted cuttings per genotype.

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S10. Dry biomass percentage of 2x and 4x hybrids and their parents. Means followed by different letters are significantly different at  $P<0.05$ .**

| Plant                  | Ploidy | <sup>(1)</sup> Dry mass % |                     |                     |  |
|------------------------|--------|---------------------------|---------------------|---------------------|--|
| PARENTS                |        | 1 <sup>st</sup> cut       | 2 <sup>nd</sup> cut | 3 <sup>rd</sup> cut |  |
| PGF9                   | 2x     | 24.00                     | 26.00               | 28.67               |  |
| 12P                    |        | 24.20                     | 25.29               | 24.43               |  |
| <b>Parental mean</b>   |        | <b>24.14 A</b>            | <b>25.50 B</b>      | <b>25.70</b>        |  |
| HYBRIDS                |        |                           |                     |                     |  |
| S8                     | 2x     | 22.60                     | 29.25               | 29.00               |  |
| S16                    |        | 22.20                     | 28.67               | 28.00               |  |
| S24                    |        | 20.60                     | 31.60               | 30.60               |  |
| <b>2x hybrids mean</b> |        | <b>21.80 B</b>            | <b>30.08 A</b>      | <b>29.42</b>        |  |
| S29                    | 4x     | 22.20                     | 31.50               | 28.25               |  |
| S48                    |        | 20.20                     | 30.75               | 28.25               |  |
| S60                    |        | 21.20                     | 33.50               | 30.00               |  |
| <b>4x hybrids mean</b> |        | <b>21.20 B</b>            | <b>31.60 A</b>      | <b>28.60</b>        |  |

<sup>(1)</sup> Average of 2-6 rooted cuttings per genotype. Means in a column followed by different letters differ significantly according to ANOVA and LSMEANS (capital letters) or by LSMEANS only (small case letters)

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S11. Flowering time**

| <b>Plant</b>           | <b>Ploidy</b> | <b>Flowering time <sup>(3)</sup></b> |                                       |
|------------------------|---------------|--------------------------------------|---------------------------------------|
| <b>PARENTS</b>         |               | <b>First regrowth <sup>(1)</sup></b> | <b>Second regrowth <sup>(2)</sup></b> |
| PG-F9                  | 2x            | 35.33                                | 50.33                                 |
| 12P                    |               | 36.71                                | 29.29                                 |
| <b>Parental mean</b>   |               | <b>36.30 B</b>                       | <b>35.60 B</b>                        |
| <b>HYBRIDS</b>         |               |                                      |                                       |
| S8                     | 2x            | 40.75                                | 46.00                                 |
| S16                    |               | 42.00                                | 49.00                                 |
| S24                    |               | 40.60                                | 37.40                                 |
| <b>2x hybrids mean</b> |               | <b>41.00 A</b>                       | <b>43.17 A</b>                        |
| S29                    | 4x            | 40.00                                | 39.75                                 |
| S48                    |               | 37.50                                | 35.25                                 |
| S60                    |               | 41.50                                | 40.00                                 |
| <b>4x hybrids mean</b> |               | <b>39.30 AB</b>                      | <b>38.00 AB</b>                       |

<sup>(1)</sup> Days from June 1<sup>st</sup>

<sup>(2)</sup> Days from previous cut.

<sup>(3)</sup> Within a column, Means followed by different letters are significantly different at  $P < 0.05$

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S12. Fertility traits. Seed set is from hand-crossing without emasculation. Means followed by different letters are significantly different at  $P \leq 0.05$ , according to the LSD test.**

| Plant           | Ploidy | Ovule number <sup>(1)</sup> | Ovule sterility <sup>(2)</sup> | Pollen diameter <sup>(3)</sup> | Seed weight <sup>(4)</sup> | Seed set in hand crosses <sup>(5)</sup>   |                                           |                   |
|-----------------|--------|-----------------------------|--------------------------------|--------------------------------|----------------------------|-------------------------------------------|-------------------------------------------|-------------------|
|                 |        |                             |                                |                                |                            | Unrelated 2x Pollen parent <sup>(6)</sup> | Unrelated 4x Pollen parent <sup>(6)</sup> | Between full sibs |
| PARENTS         |        |                             |                                |                                |                            |                                           |                                           |                   |
| PG-F9           | 2x     | 9.50                        | 21.0                           | 34.0                           | 1.67                       | 0.61                                      | 0.45                                      | -                 |
| 12-P            |        | 12.50                       | 45.3                           | 32.0                           | 1.43                       | 0.24                                      | 0.00                                      | -                 |
| Parental mean   |        | 11.07 A                     | 33.7 A                         | 32.7 B                         | 1.55 B                     | 0.43 B                                    | 0.23                                      | -                 |
| HYBRIDS         |        |                             |                                |                                |                            |                                           |                                           |                   |
| S8              | 2x     | 8.40                        | 30.3                           | 32.0                           | 1.67                       | 0.43                                      | 0.26                                      | 0.85              |
| S16             |        | 10.32                       | 47.6                           | 32.1                           | 1.20                       | 0.62                                      | 0.16                                      | 0.29              |
| S24             |        | 9.05                        | 32.2                           | 32.7                           | 1.32                       | 1.17                                      | 0.15                                      | 0.86              |
| 2x Hybrids mean |        | 9.28 B                      | 36.9 A                         | 32.2 B                         | 1.40 B                     | 0.74 B                                    | 0.19                                      | 0.67 A            |
| S29             | 4x     | 10.68                       | 19.8                           | 38.6                           | 2.17                       | 0.00                                      | 0.99                                      | 0.15              |
| S48             |        | 8.67                        | 9.4                            | 38.6                           | 2.16                       | 0.02                                      | 2.17                                      | 0.26              |
| S60             |        | 9.40                        | 24.1                           | 40.9                           | 2.05                       | 0.00                                      | 2.20                                      | 0.06              |
| 4x Hybrids mean |        | 9.60 B                      | 17.7 B                         | 39.4 A                         | 2.13 A                     | 0.01                                      | 1.79 A                                    | 0.16 B            |

<sup>(1)</sup> Number of ovules per ovary, based on 20-22 random florets per plant.

<sup>(2)</sup> Percentage of ovules showing massive callose deposition per pistil, based on twenty random pistils per plant.

<sup>(3)</sup>  $\mu$ , based on 30-55 pollen grains per plant.

<sup>(4)</sup> Based on 23 to 291 seeds per plant, obtained from crosses with unrelated pollen parents of the same ploidy

<sup>(5)</sup> Means of four racemes (replications) in each of two environments, each with 8-30 florets cross-pollinated by hand without emasculation.

<sup>(6)</sup> Statistical comparison was made excluding interploidy crosses. The 2x hybrids appear to have inherited the 2n egg trait from PG-F9, because they produced seed in 2x-4x crosses, with relatively high expression in S8.

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S13. Number of differentially expressed genes in single-genotype comparisons. For each comparison, the three numbers correspond, respectively, to the genes with higher expression in the genotypes reported in the line headings, to the genes with higher expression in the genotypes reported in the column headings, and the total number (and percentages) of differentially expressed genes. Shadings designate the comparisons between parents (light blue), 2x (gray) and 4x hybrids (light yellow)**

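Table S13 counts the genes whose expression differed between single genotypes. From the deposited intensities of the genotypes of each pair alone, the percentage of genes that differed was 2.51 for S8-2x and S16-2x, 3.42 for S8-2x and S24-2x, 0.864 for S16-2x and S24-2x, 3.16 for S29-4x and S48-4x, 1.54 for S29-4x and S60-4x, and 3.24 for S48-4x and S60-4x. With 3 arrays per genotype, a simulated log2 change of 2 was found in 88% of 200 changed genes.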

| <b>Genotypes</b> | <b>12P</b>                  | <b>S8 2x</b>             | <b>S16 2x</b>            | <b>S29 4x</b>             | <b>S48 4x</b>            |
|------------------|-----------------------------|--------------------------|--------------------------|---------------------------|--------------------------|
| <b>PG-F9</b>     | 2561, 2278<br>4839 (11.65%) | -                        | -                        | -                         | -                        |
| <b>S16 2x</b>    | -                           | 803, 639<br>1442 (3.47%) | -                        | -                         | -                        |
| <b>S24 2x</b>    | -                           | 885, 829<br>1714 (413%)  | 907, 778<br>1685 (4.06%) | -                         | -                        |
| <b>S48 4x</b>    | -                           | -                        | -                        | 574, 1010<br>1584 (3.81%) | -                        |
| <b>S60 4x</b>    | -                           | -                        | -                        | 414, 357<br>771 (1.86%)   | 892, 480<br>1372 (3.30%) |

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S14. GO terms significantly enriched in the PS genes with respect to the genes present in the microarray, according to BinGO analysis**

| GO-ID              | corrected p-value | X <sup>(1)</sup> | n <sup>(1)</sup> | X <sup>(1)</sup> | N <sup>(1)</sup> | Description                                                                                                                   | Genes in test set                                                                                           |
|--------------------|-------------------|------------------|------------------|------------------|------------------|-------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------|
| Molecular function |                   |                  |                  |                  |                  |                                                                                                                               |                                                                                                             |
| 16165              | 0.0000            | 5                | 13               | 60               | 9590             | linoleate 13S-lipoxygenase activity                                                                                           | TC201583 TC173777 TC185299 TC172508 TC178639                                                                |
| 16168              | 0.0000            | 6                | 34               | 60               | 9590             | chlorophyll binding                                                                                                           | TC188202 TC195187 TC179482 TC183902 TC180095 TC177786                                                       |
| 46906              | 0.0000            | 6                | 39               | 60               | 9590             | tetrapyrrole binding                                                                                                          | TC188202 TC195187 TC179482 TC183902 TC180095 TC177786                                                       |
| 16701              | 0.0000            | 5                | 21               | 60               | 9590             | oxidoreductase activity, acting on single donors with incorporation of molecular oxygen                                       | TC201583 TC173777 TC185299 TC172508 TC178639                                                                |
| 16702              | 0.0000            | 5                | 21               | 60               | 9590             | oxidoreductase activity, acting on single donors with incorporation of molecular oxygen, incorporation of two atoms of oxygen | TC201583 TC173777 TC185299 TC172508 TC178639                                                                |
| 51213              | 0.0011            | 5                | 62               | 60               | 9590             | dioxygenase activity                                                                                                          | TC201583 TC173777 TC185299 TC172508 TC178639                                                                |
| Biological process |                   |                  |                  |                  |                  |                                                                                                                               |                                                                                                             |
| 9769               | 0.0000            | 6                | 23               | 61               | 8883             | photosynthesis, light harvesting in photosystem II                                                                            | TC188202 TC195187 TC179482 TC183902 TC180095 TC177786                                                       |
| 9765               | 0.0001            | 6                | 37               | 61               | 8883             | photosynthesis, light harvesting                                                                                              | TC188202 TC195187 TC179482 TC183902 TC180095 TC177786                                                       |
| 30397              | 0.0001            | 4                | 11               | 61               | 8883             | membrane disassembly                                                                                                          | TC201583 TC173777 TC172508 TC178639                                                                         |
| 9816               | 0.0007            | 4                | 17               | 61               | 8883             | defense response to bacterium, incompatible interaction                                                                       | TC201583 TC173777 TC172508 TC178639                                                                         |
| 9694               | 0.0017            | 4                | 23               | 61               | 8883             | jasmonic acid metabolic process                                                                                               | TC201583 TC173777 TC172508 TC178639                                                                         |
| 9695               | 0.0017            | 4                | 23               | 61               | 8883             | jasmonic acid biosynthetic process                                                                                            | TC201583 TC173777 TC172508 TC178639                                                                         |
| 42742              | 0.0022            | 7                | 129              | 61               | 8883             | defense response to bacterium                                                                                                 | TC201583 TC179158 TC173777 TC182218 TC176166 TC172508 TC178639                                              |
| 51707              | 0.0022            | 12               | 429              | 61               | 8883             | response to other organism                                                                                                    | TC201583 TC179350 TC172620 TC179158 TC173777 TC175139 TC185299 TC182218 TC176166 TC172508 TC178665 TC178639 |
| 9607               | 0.0027            | 12               | 442              | 61               | 8883             | response to biotic stimulus                                                                                                   | TC201583 TC179350 TC172620 TC179158 TC173777 TC175139 TC185299 TC182218 TC176166 TC172508 TC178665 TC178639 |
| 19684              | 0.0038            | 6                | 100              | 61               | 8883             | photosynthesis, light reaction                                                                                                | TC188202 TC195187 TC179482 TC183902 TC180095 TC177786                                                       |
| 9617               | 0.0065            | 8                | 218              | 61               | 8883             | response to bacterium                                                                                                         | TC201583 TC172620 TC179158 TC173777 TC182218 TC176166 TC172508 TC178639                                     |
| 15979              | 0.0065            | 7                | 164              | 61               | 8883             | photosynthesis                                                                                                                | TC174046 TC188202 TC195187 TC179482 TC183902 TC180095 TC177786                                              |
| 45087              | 0.0070            | 5                | 74               | 61               | 8883             | innate immune response                                                                                                        | TC201583 TC179158 TC173777 TC172508 TC178639                                                                |
| 22411              | 0.0070            | 4                | 40               | 61               | 8883             | cellular component disassembly                                                                                                | TC201583 TC173777 TC172508 TC178639                                                                         |
| 6952               | 0.0080            | 10               | 370              | 61               | 8883             | defense response                                                                                                              | TC201583 TC179350 TC179158 TC173777 TC183565 TC175139 TC182218 TC176166 TC172508 TC178639                   |
| 9814               | 0.0116            | 4                | 47               | 61               | 8883             | defense response, incompatible interaction                                                                                    | TC201583 TC173777 TC172508 TC178639                                                                         |
| 51704              | 0.0208            | 12               | 588              | 61               | 8883             | multi-organism process                                                                                                        | TC201583 TC179350 TC172620 TC179158 TC173777 TC175139 TC185299 TC182218 TC176166 TC172508 TC178665 TC178639 |
| 9751               | 0.0470            | 4                | 70               | 61               | 8883             | response to salicylic acid stimulus                                                                                           | TC200070 TC179158 TC185299 TC186568                                                                         |

**Table S14, continued**

| GO-ID              | corrected p-value | x | n   | X  | N     | Description                    | Genes in test set                                                       |
|--------------------|-------------------|---|-----|----|-------|--------------------------------|-------------------------------------------------------------------------|
| Cellular component |                   |   |     |    |       |                                |                                                                         |
| 30076              | 0.0000            | 6 | 44  | 67 | 10863 | light-harvesting complex       | TC188202 TC195187 TC179482 TC183902 TC180095 TC177786                   |
| 10287              | 0.0002            | 6 | 71  | 67 | 10863 | plastoglobule                  | TC188202 TC195187 TC179482 TC183902 TC180095 TC177786                   |
| 9570               | 0.0002            | 8 | 162 | 67 | 10863 | chloroplast stroma             | TC188202 TC198142 TC195187 TC179482 TC176016 TC183902 TC180095 TC177786 |
| 9532               | 0.0003            | 8 | 174 | 67 | 10863 | plastid stroma                 | TC188202 TC198142 TC195187 TC179482 TC176016 TC183902 TC180095 TC177786 |
| 34357              | 0.0133            | 8 | 307 | 67 | 10863 | photosynthetic membrane        | TC174046 TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786 |
| 44436              | 0.0154            | 8 | 335 | 67 | 10863 | thylakoid part                 | TC174046 TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786 |
| 9579               | 0.0154            | 8 | 345 | 67 | 10863 | thylakoid                      | TC174046 TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786 |
| 9535               | 0.0154            | 7 | 267 | 67 | 10863 | chloroplast thylakoid membrane | TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786          |
| 55035              | 0.0154            | 7 | 267 | 67 | 10863 | plastid thylakoid membrane     | TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786          |
| 42651              | 0.0154            | 7 | 270 | 67 | 10863 | thylakoid membrane             | TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786          |
| 9534               | 0.0201            | 7 | 292 | 67 | 10863 | chloroplast thylakoid          | TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786          |
| 31976              | 0.0201            | 7 | 292 | 67 | 10863 | plastid thylakoid              | TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786          |
| 31984              | 0.0209            | 7 | 298 | 67 | 10863 | organelle subcompartment       | TC188202 TC198142 TC195187 TC179482 TC183902 TC180095 TC177786          |
| 44434              | 0.0277            | 8 | 405 | 67 | 10863 | chloroplast part               | TC188202 TC198142 TC195187 TC179482 TC176016 TC183902 TC180095 TC177786 |
| 44435              | 0.0361            | 8 | 428 | 67 | 10863 | plastid part                   | TC188202 TC198142 TC195187 TC179482 TC176016 TC183902 TC180095 TC177786 |
| 42555              | 0.0451            | 1 | 1   | 67 | 10863 | MCM complex                    | TC173466                                                                |

(1) x, occurrence of each GO term in the test set; n, occurrence of each GO term in the reference set; X, number of annotated genes in the test set (PS genes); N, number of annotated genes in the reference set

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S15. Primers used for qRT-PCR analysis of six random transcripts.**

| <b>Gene</b>    | <b>Forward primer</b>  | <b>Reverse primer</b>  | <b>Annealing<br/>Temp. °C</b> |
|----------------|------------------------|------------------------|-------------------------------|
| TC172620       | CTTGGTGCTGCGAGATGTTA   | AGGCGCAAGAGGTACTTTGA   | 58                            |
| TC198142       | CGAGACCGAGAAAGGATTTG   | AGGCAGTAGGGTAAGCAGCA   | 60                            |
| TC180095       | AGATGGGCTATGTTGGGTGC   | GCATGGACTAGGCTTGGGTT   | 60                            |
| TC176166       | GTTGCACTTTCAGGTGCTCA   | AGGTCCACCATTGGGACATA   | 58                            |
| TC200070       | GAGAAAGAGCGCGAGAAGAA   | TGCAGCTCGGTTATGTCTTG   | 60                            |
| TC173466       | ATCTCTTCAGGCACGCTGTT   | CAAACCTTCGCAAGCATTTC   | 62                            |
| $\beta$ -actin | ATGTATGTGGCCATCCAGGCTG | TCCAAACGAAGGATGGCATGTG | 62                            |

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

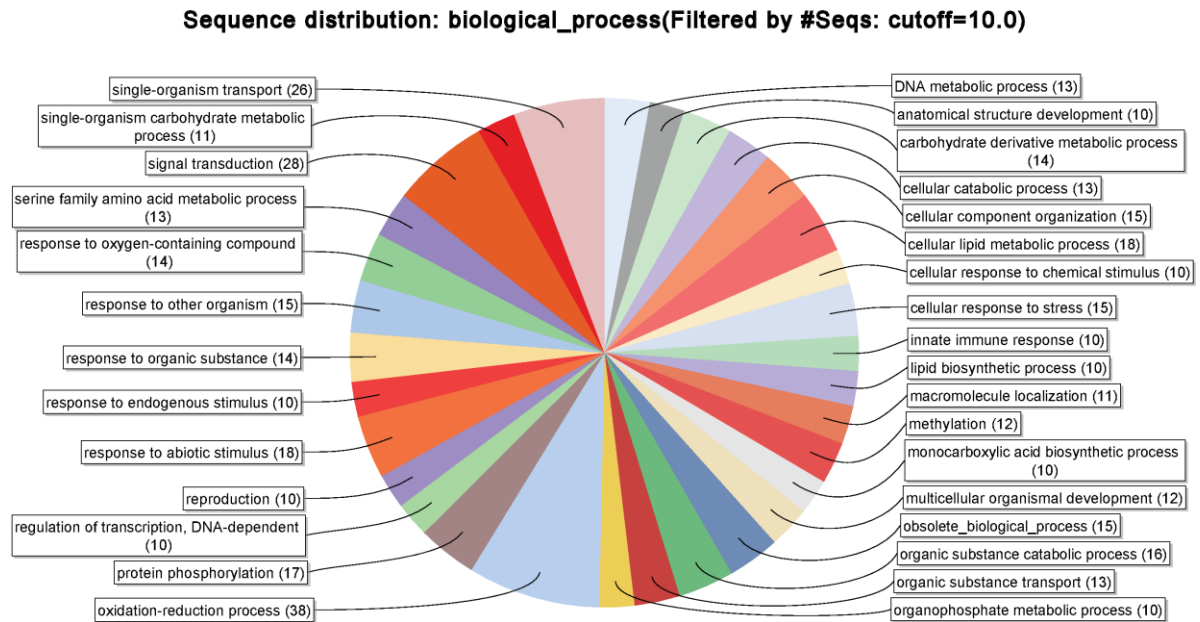

**Figure S4. Distribution of GO terms for the Biological function vocabulary among the 341 Ploidy-sensitive genes.**

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

TC172620

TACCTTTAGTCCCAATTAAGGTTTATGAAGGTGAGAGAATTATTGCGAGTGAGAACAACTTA  
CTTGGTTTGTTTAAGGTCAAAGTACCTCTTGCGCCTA

>TC172620 Heat shock protein Hsp70

| Score             | Expect                                                        | Identities | Gaps     | Strand    |
|-------------------|---------------------------------------------------------------|------------|----------|-----------|
| 91.5<br>bits(100) | 5e-23                                                         | 74/90(82%) | 0/90(0%) | Plus/Plus |
| Query 9           | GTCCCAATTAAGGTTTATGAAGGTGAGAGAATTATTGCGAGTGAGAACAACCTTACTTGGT |            |          | 68        |
|                   |                                                               |            |          |           |
| Sbjct 1333        | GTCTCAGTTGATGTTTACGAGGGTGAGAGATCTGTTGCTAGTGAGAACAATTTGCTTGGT  |            |          | 1392      |
| Query 69          | TTGTTTAAGGTCAAAGTACCTCTTGCGCCT                                |            |          | 98        |
|                   |                                                               |            |          |           |
| Sbjct 1393        | TTATTTGAAGTCAAAGTACCTCTTGCGCCT                                |            |          | 1422      |

XP\_003636970.1 - Ribulose biphosphate carboxylase small chain 3A, *M. truncatula*

## Pairwise alignment

| Score          |     | Expect                                                       |  | Identities    | Gaps       | Strand    |
|----------------|-----|--------------------------------------------------------------|--|---------------|------------|-----------|
| 260 bits (288) |     | 3e-74                                                        |  | 153/159 (96%) | 0/159 (0%) | Plus/Plus |
| Query          | 1   | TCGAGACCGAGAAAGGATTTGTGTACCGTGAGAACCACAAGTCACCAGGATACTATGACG |  |               |            | 60        |
|                |     |                                                              |  |               |            |           |
| Sbjct          | 377 | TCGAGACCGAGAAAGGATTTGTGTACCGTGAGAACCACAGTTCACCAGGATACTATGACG |  |               |            | 436       |
| Query          | 61  | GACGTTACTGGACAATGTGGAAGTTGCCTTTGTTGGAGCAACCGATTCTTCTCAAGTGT  |  |               |            | 120       |
|                |     |                                                              |  |               |            |           |
| Sbjct          | 437 | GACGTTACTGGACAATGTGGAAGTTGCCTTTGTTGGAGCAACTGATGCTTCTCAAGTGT  |  |               |            | 496       |
| Query          | 121 | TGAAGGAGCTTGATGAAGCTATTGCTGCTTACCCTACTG                      |  |               |            | 159       |
|                |     |                                                              |  |               |            |           |
| Sbjct          | 497 | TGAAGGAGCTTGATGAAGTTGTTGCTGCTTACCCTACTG                      |  |               |            | 535       |

XP\_003618482.1 - Chlorophyll a/b binding protein, *M. truncatula*

## Pairwise alignment

TC180095 homologue to UniRef100\_Q43437 Cluster: Photosystem II type I chlorophyll a/b-binding protein precursor; n=1; Glycine max|Rep: Photosystem II type I chlorophyll a/b-binding protein precursor - Glycine max (Soybean), partial (77%)

| Score          | Expect                                                       | Identities    | Gaps       | Strand    |
|----------------|--------------------------------------------------------------|---------------|------------|-----------|
| 159 bits (176) | 5e-44                                                        | 104/113 (92%) | 1/113 (0%) | Plus/Plus |
| Query 1        | TCTTATCTCGCA-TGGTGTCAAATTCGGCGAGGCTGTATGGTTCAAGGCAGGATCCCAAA |               |            | 59        |
|                |                                                              |               |            |           |
| Sbjct 407      | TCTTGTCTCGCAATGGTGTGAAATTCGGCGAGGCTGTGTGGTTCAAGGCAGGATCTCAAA |               |            | 466       |
| Query 60       | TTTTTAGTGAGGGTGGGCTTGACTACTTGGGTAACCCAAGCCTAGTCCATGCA        |               |            | 112       |
|                |                                                              |               |            |           |
| Sbjct 467      | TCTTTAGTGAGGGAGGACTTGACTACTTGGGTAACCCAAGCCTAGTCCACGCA        |               |            | 519       |

## TC176166

XP\_003594497.1 - Peroxidase, *M. truncatula*

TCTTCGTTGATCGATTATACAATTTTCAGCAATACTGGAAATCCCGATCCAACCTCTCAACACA  
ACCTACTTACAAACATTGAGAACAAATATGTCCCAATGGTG

### Pairwise alignment

TC176166 homologue to UniRef100\_Q40366 Cluster: Peroxidase precursor; n=1; Medicago sativa|Rep: Peroxidase precursor - Medicago sativa (Alfalfa), complete

| Score          | Expect                                                         | Identities    | Gaps       | Strand    |
|----------------|----------------------------------------------------------------|---------------|------------|-----------|
| 179 bits (198) | 9e-50                                                          | 101/102 (99%) | 0/102 (0%) | Plus/Plus |
| Query 1        | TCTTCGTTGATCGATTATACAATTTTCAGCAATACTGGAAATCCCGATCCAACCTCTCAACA |               |            | 60        |
|                |                                                                |               |            |           |
| Sbjct 651      | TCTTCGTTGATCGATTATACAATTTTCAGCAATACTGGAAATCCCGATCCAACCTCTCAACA |               |            | 710       |
| Query 61       | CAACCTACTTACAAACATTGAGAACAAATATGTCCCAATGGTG                    |               |            | 102       |
|                |                                                                |               |            |           |
| Sbjct 711      | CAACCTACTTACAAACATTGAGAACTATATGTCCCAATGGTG                     |               |            | 752       |

## TC200070

XP\_003623202.1 - Glutathione S-transferase GST 8, *M. truncatula*

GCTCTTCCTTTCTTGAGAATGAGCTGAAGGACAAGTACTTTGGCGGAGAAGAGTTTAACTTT  
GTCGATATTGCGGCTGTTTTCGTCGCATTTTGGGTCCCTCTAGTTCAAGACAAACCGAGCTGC  
AA

### Pairwise alignment

TC200070 similar to UniRef100\_Q9FQF0 Cluster: Glutathione S-transferase GST 8; n=1; Glycine max|Rep: Glutathione S-transferase GST 8 - Glycine max (Soybean), partial (98%)

| Score          | Expect                                                       | Identities    | Gaps       | Strand    |
|----------------|--------------------------------------------------------------|---------------|------------|-----------|
| 203 bits (224) | 7e-57                                                        | 124/129 (96%) | 2/129 (1%) | Plus/Plus |
| Query 1        | GCTCTTC-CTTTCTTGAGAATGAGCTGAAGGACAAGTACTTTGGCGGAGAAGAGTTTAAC |               |            | 59        |
|                |                                                              |               |            |           |
| Sbjct 442      | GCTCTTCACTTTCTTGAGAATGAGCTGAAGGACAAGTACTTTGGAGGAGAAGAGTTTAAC |               |            | 501       |
| Query 60       | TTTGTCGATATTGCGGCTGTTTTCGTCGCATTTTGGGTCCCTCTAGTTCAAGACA-AACC |               |            | 118       |
|                |                                                              |               |            |           |
| Sbjct 502      | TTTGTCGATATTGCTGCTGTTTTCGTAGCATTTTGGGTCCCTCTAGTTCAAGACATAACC |               |            | 561       |
| Query 119      | GAGCTGCAA                                                    |               |            | 127       |
|                |                                                              |               |            |           |
| Sbjct 562      | GAGCTGCAA                                                    |               |            | 570       |

## TC173466

XP\_003609791.1 - DNA replication licensing factor mcm2, *M. truncatula*

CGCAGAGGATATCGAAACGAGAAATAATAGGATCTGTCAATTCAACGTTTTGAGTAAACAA  
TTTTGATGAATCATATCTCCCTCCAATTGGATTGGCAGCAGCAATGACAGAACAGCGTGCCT  
GAAGA

### Pairwise alignment

TC173466 MCM; Nucleic acid-binding, OB-fold

| Score          |      | Expect                                                       |      | Identities    | Gaps       | Strand     |
|----------------|------|--------------------------------------------------------------|------|---------------|------------|------------|
| 223 bits (246) |      | 2e-62                                                        |      | 125/126 (99%) | 0/126 (0%) | Plus/Minus |
| Query          | 3    | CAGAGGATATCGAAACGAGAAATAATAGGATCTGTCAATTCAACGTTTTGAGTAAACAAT |      |               |            | 62         |
|                |      |                                                              |      |               |            |            |
| Sbjct          | 2056 | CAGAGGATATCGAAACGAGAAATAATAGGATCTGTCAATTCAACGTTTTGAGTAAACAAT |      |               |            | 1997       |
| Query          | 63   | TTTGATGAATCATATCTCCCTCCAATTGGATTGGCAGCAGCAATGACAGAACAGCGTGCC |      |               |            | 122        |
|                |      |                                                              |      |               |            |            |
| Sbjct          | 1996 | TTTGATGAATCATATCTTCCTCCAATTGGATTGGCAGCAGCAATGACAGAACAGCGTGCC |      |               |            | 1937       |
| Query          | 123  | TGAAGA                                                       | 128  |               |            |            |
|                |      |                                                              |      |               |            |            |
| Sbjct          | 1936 | TGAAGA                                                       | 1931 |               |            |            |

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S2. Allelic configurations of SSR markers that were tested and selected (shaded) for the analysis of chromosome pairing behavior. Figures are the sizes in bp of the SSR amplicons.**

| Marker,<br>Chromosome | Alleles | PGF9 (2x) | 12P (2x) | CLASSE (4x) | BSP S29 (4x) | BSP S48 (4x) | BSP S60 (4x) |
|-----------------------|---------|-----------|----------|-------------|--------------|--------------|--------------|
| FMT13, I              | M1      |           | 144.33   | 144.71      | 144.46       | 144.59       | 144.59       |
|                       | M2      |           | 146.93   | 147.05      | 147.05       | 147.05       | 147.05       |
|                       | M3      | 151.75    |          |             | 151.74       | 151.86       | 151.74       |
|                       | M4      |           |          | 155.86      |              |              |              |
|                       | M5      |           |          | 165.59      |              |              |              |
| MTIC451, II           | M1      | 124.02    |          |             |              | 124.16       | 124.09       |
|                       | M2      |           | 130.05   | 130.03      | 130.05       |              | 130.02       |
|                       | M3      |           |          | 134.05      |              |              |              |
|                       | M4      | 136.14    |          |             | 136.04       | 135.93       |              |
|                       | M5      |           | 137.99   | 137.99      | 138.09       | 138.09       | 138          |
| MTIC189, III          | M1      |           | 112.72   | 112.76      | 112.85       | 112.8        | 112.69       |
|                       | M2      | 118.69    |          |             | 118.73       |              | 118.65       |
|                       | M3      |           |          | 124.8       |              |              |              |
|                       | M4      | 131.01    |          |             |              | 131.1        | 131.04       |
|                       | M5      |           | 133.7    | 133.24      | 133.2        | 133.16       |              |
| MTIC332, IV           | M1      |           |          | 109.74      |              |              |              |
|                       | M2      |           |          | 122.82      |              |              |              |
|                       | M3      |           | 126.96   | 126.82      | 126.92       | 126.96       |              |
|                       | M4      | 128.26    |          |             | 128.30       | 128.34       | 128.39       |
|                       | M5      |           | 129.19   |             |              | 129.12       | 129.16       |
|                       | M6      |           |          | 136.16      |              |              |              |
|                       | M7      | 137.66    |          |             | 137.65       | 137.64       | 137.63       |
| B14B03, V             | M1      |           |          | 141.99      |              |              |              |
|                       | M2      |           |          | 148.29      |              |              |              |
|                       | M3      |           | 152.32   | 152.75      | 152.93       | 152.69       | 152.84       |
|                       | M4      | 164.8     |          |             | 164.61       | 164.62       | 164.6        |
|                       | M5      |           |          | 166.56      |              |              |              |
|                       | M6      | 172.26    | 172.28   |             | 172.32       | 172.34       | 172.34       |
| MTIC48, V             | M1      |           |          | 151.77      |              |              |              |
|                       | M2      |           |          | 160.09      |              |              |              |
|                       | M3      | 163.99    | 164.08   | 163.98      | (1)          | 164.14       | 163.91       |
|                       | M4      |           |          | 167.94      |              |              |              |
|                       | M5      |           | 174.64   |             | 174.74       | 174.64       |              |
| MTIC153, VI           | M1      |           | 144.27   |             |              | 144.34       |              |
|                       | M2      | 150.82    |          |             | 150.79       | 150.68       |              |
|                       | M3      |           |          | 152.78      |              |              |              |
|                       | M4      | 159.11    |          |             |              |              | 159.02       |
|                       | M5      |           |          | 165.74      |              |              |              |
|                       | M6      |           | 171.66   | 171.63      | 171.56       |              | 171.55       |
|                       | M7      |           |          | 176.51      |              |              |              |
| MTIC273, VII          | M1      | 232.72    |          |             | 232.75       | 232.72       |              |
| MTIC135, VIII         | M1      |           | 112.92   |             | 112.74       |              | 112.67       |
|                       | M2      |           |          | 116.11      |              | 116.1        |              |
|                       | M3      | 122.75    |          |             |              | 122.98       | 122.84       |
|                       | M4      | 124.61    |          | 124.66      | 124.64       |              |              |

(1) Two copies of a null allele must have been transmitted to BSP S29 from PG-F9; alternatively, a DNA loss might have occurred

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S3.  $X^2$  analysis of segregation mode of the BSP plant S29-4x. No double reduction was assumed**

| Marker,<br>Chromosome | Origin of<br>alleles | Gamete<br>types | Numbers of progenies |                     |                        | $X^2$ <sup>(1)</sup> |            |
|-----------------------|----------------------|-----------------|----------------------|---------------------|------------------------|----------------------|------------|
|                       |                      |                 | Observed             | Expected<br>disomic | Expected<br>tetrasomic | Disomic              | Tetrasomic |
| FMT13, I              | PG-F9                | M3M3, M3 -      | 54                   | 59/29.5             | 49.16                  | NT/40.69**<br>(2)    | 2.85       |
|                       |                      | - -             | 5                    | 0/29.5              | 9.83                   |                      |            |
| MTIC451, II           | PG-F9                | M4M4, M4 -      | 38                   | 30                  | 50                     | 4.26*                | 17.28**    |
|                       |                      | - -             | 22                   | 30                  | 10                     |                      |            |
| MTIC189, III          | PG-F9                | M2M2, M2 -      | 45                   | 29                  | 48.33                  | 17.65**              | 1.37       |
|                       |                      | - -             | 13                   | 29                  | 9.66                   |                      |            |
| MTIC332, IV           | PG-F9                | M4M7            | 5                    | 0                   | 9.83                   | NT                   | 4.50       |
|                       |                      | M4 -            | 26                   | 29.5                | 19.66                  |                      |            |
|                       |                      | - M7            | 18                   | 29.5                | 19.66                  |                      |            |
|                       |                      | - -             | 10                   | 0                   | 9.83                   |                      |            |
| B14B03, V             | PG-F9                | M4M4, M4 -      | 41                   | 30                  | 50                     | 8.06*                | 9.73*      |
|                       |                      | - -             | 19                   | 30                  | 10                     |                      |            |
| MTIC48, V             | 12-P                 | M5M5, M5 -      | 51                   | 30                  | 50                     | 29.40**              | 0.12       |
|                       |                      | - -             | 9                    | 30                  | 10                     |                      |            |
| MTIC153, VI           | PG-F9                | M2M2, M2 -      | 54                   | 29.5                | 49.16                  | 40.69**              | 2.85       |
|                       |                      | - -             | 5                    | 29.5                | 9.83                   |                      |            |
| MTIC273, VII          | PG-F9                | M1M1, M1 -      | 54                   | 60/30               | 50                     | NT/38.40**<br>(2)    | 1.92       |
|                       |                      | - -             | 6                    | 0/30                | 10                     |                      |            |
| MTIC135, VIII         | 12-P                 | M1M1, M1 -      | 37                   | 42/21               | 35                     | NT/24.38**           | 0.68       |
|                       |                      | - -             | 5                    | 0/21                | 7                      |                      |            |

<sup>(1)</sup> At the  $P=0.05$  probability level,  $X^2$  for 1 df is 3.84;  $X^2$  for 2 df is 5.99;  $X^2$  for 3 df is 7.81;  $X^2$  for 5 df is 11.07. \*: significant at  $P \leq 0.05$ ; \*\*: significant at  $P \leq 0.01$ ; NT: non testable because one or more of the expected numbers is 0.

(2) The two figures separated by a slash for expected numbers and Chi square values correspond to different expectations depending on the genotype of a BSP plants for an allele: duplex (former figure) or simplex (latter figure).

# Supplementary material for: Sexual Polyploidization in Medicago sativa L.: Impact on the Phenotype, Gene Transcription, and Genome Methylation
**Source:** G3 (Bethesda). 2016 Feb 5;6(4):925–38. doi: 10.1534/g3.115.026021
**Supplement:** Supplemental Material

**Table S4.  $X^2$  analysis of segregation mode of the BSP plant S48-4x. No double reduction was assumed**

<sup>(1)</sup> At the  $P=0.05$  probability level,  $X^2$  for 1 df is 3.84;  $X^2$  for 2 df is 5.99;  $X^2$  for 3 df is 7.81;  $X^2$  for 5 df is 11.07. \*: significant at  $P \leq 0.05$ ; \*\*: significant at  $P \leq 0.01$ ; NT: non testable because one or more of the expected numbers is 0.

(2) The two figures separated by a slash for expected numbers and Chi square values correspond to different expectations depending on the genotype of a BSP plants for an allele: duplex (former figure) or simplex (latter figure).

How the deposited data were processed for this re-analysis (not part of the article)

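Gene transcription was measured with NimbleGen arrays in leaves of the parents PG-F9 and 12P, of the 2x hybrids S8-2x, S16-2x and S24-2x and of the 4x hybrids S29-4x, S48-4x and S60-4x, with 3 biological replicates of each of the 8 genotypes. Each replicate was a bulk of the leaves of 2 cloned plants. The samples were assigned to genotypes and replicates by their labels, which name the same genotypes as the paper.

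The intensity values were used as deposited by the authors, who quantile normalized the arrays and summarized the probes of each gene with the RMA algorithm, on the linear scale. The deposited values have 41538 entries and 24 arrays, with 0 missing values, and range from 13.3 to 65119.6. Of these entries, 11 are negative controls, which were left out after the values had been seen, and the numbers of genes called between groups were the same with and without them. The remaining 41527 genes, 30451 with a TC identifier, 11072 with an NP identifier and 4 with an NM identifier, were tested without a filter on intensity. The reference available here, a list of genes of M. sativa, does not hold these identifiers, and gene names were taken from Table 3 and Table S17 of the paper. The median intensity per array was between 499.3 and 527.7, and between 66.0% and 79.1% of the genes lay above the highest negative control of the same array. The mean correlation of an array with the other replicates of its genotype was between 0.985 and 0.995. For 9 of the 37 named genes the mean of a group lay below the mean of the highest negative controls (6.32), and their log2 differences are limited by the background. For arrays, the precision is limited by their number and, for the comparisons between ploidy levels, by the number of genotypes.

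The intensities were transformed to log2, and groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend), in the unpaired 2-class design that the methods of the paper name, with each array as an observation and with only the arrays compared in each fit. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05 and an absolute log2 difference over 1. The parents were compared with the 2x hybrids (6 arrays against 9), the parents with the 4x hybrids (6 against 9) and the 2x with the 4x hybrids (9 against 9). The PS genes were those called between the 2x and 4x hybrids and in neither comparison with the parents. PG-F9 was compared with 12P, the hybrids of the same ploidy level with each other (3 against 3), and each hybrid with the parents (3 against 6). Means of single genotypes were compared with exact permutation tests. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots matplotlib 3.10.9.

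The genes named are the 25 of Table 3 and, in each of the 3 group comparisons, the 2 genes with the largest positive and the 2 with the largest negative log2 difference among the called genes without overlap of the arrays. The comparisons were tested on simulated data with the same numbers of arrays, in which 200 genes had a log2 change of 2. The calls included 100%, 99.5% and 99% of the changed genes in the comparisons of groups, 88% in the comparisons of 3 with 3 arrays and 97.5% in the comparisons of a hybrid with the parents. The simulated arrays varied only as replicates of a genotype do, without differences between the genotypes of a group. Where a group held several genotypes, these shares therefore do not give the power of the real comparison.

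The comparisons, the rule for the named genes and the alternatives were set before the data were examined. The alternatives were a second quantile normalization, centring each array on its median, leaving out the third of the genes with the lowest mean, a floor at the 5th percentile, eBayes with trend and robust options, the replicate number as a block, no threshold on the log2 difference, fits of all 24 arrays with 8 genotype means or with group means (3 groups, or the parents and each of the 6 hybrids in the comparisons of single hybrids), genotype as a random block, genotype means as observations, the parental mean on the linear scale, another definition of the PS genes, and leaving out each array or each genotype. The replicate numbers do not pair the arrays. The mean correlation of the residuals across genes was -0.007 for 84 pairs of arrays with the same replicate number and 0.003 for 168 other pairs, so the block is given only as an alternative. The qRT-PCR, methylation, marker and phenotype data of the paper have no deposited values and were not analysed, and the enrichment of GO terms was not repeated because the annotation behind it was not available.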

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

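The tests in this part were all applied to every group of arrays in the same way, and none was chosen after its result was seen. For 37 named genes and 3 measures of the arrays (120 groups of 6 or 9 arrays), the gap between the most distant array and its neighbor was divided by the range of the group and compared with the critical value of Dixon's test, which chance passes in 1 of 20 groups. The critical value was passed in 2 groups, against 6 expected by chance, so that chance alone gives as many. Both concerned S48-4x replicate 2.

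The median intensity of S48-4x replicate 2 was 499.3, the lowest of the 9 arrays of the 4x hybrids, with a gap of 0.511 of the range, past the critical value for 9 arrays. The arrays had been quantile normalized by the authors before the summary per gene, and the medians of all arrays were between 499.3 and 527.7. When each array was centred on its median, 570 genes were called between the parents and the 4x hybrids (566 without centring) and 611 between the 2x and the 4x hybrids (611 without centring), which argues against the low median as a source of these numbers. Without this array, 457 and 502 genes were called, respectively. The origin of the low median was not tested, and the design gives no biological explanation for a difference between replicates of the same genotype.

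NP7266087 was highest in S48-4x replicate 2 among the 4x hybrids, with a gap of 0.538 of the range. The gene was called between the parents and the 4x hybrids with each of the 15 arrays left out, with log2 differences between -2.33 and -2.16, and with the arrays centred on their medians. Its difference therefore does not rest on that array. Neither a technical nor a biological explanation of the high value was tested.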

How the results depend on the processing

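Of the alternatives given here, none was chosen after the results were seen. Over the 21 numbers and ratios tested, 142 of the values under alternatives other than leaving out arrays or genotypes stayed within 1.5 times the reported number (or, for ratios, within the spread among hybrids), 53 moved further and 2 were reversed. With an array left out, 152 stayed, 61 moved and 3 were reversed. Leaving out a genotype was run only for the group comparisons, the PS genes and the genes of Table 3, and 19 of these values stayed and 11 moved. For the 37 named genes no log2 difference changed sign. Under the other alternatives the call of a gene was kept in 356 values and lost in 52, with an array left out it was kept in 590 and lost in 52, and with a genotype left out it was kept in 177 and lost in 37.

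A second quantile normalization, centring on the median and leaving out the third of the genes with the lowest mean moved none of the results for which they were run. A floor at the 5th percentile moved only S16-2x against S24-2x, to 74 genes, and eBayes with trend and robust options moved only this comparison, to 1122, and S16-2x against the parents, to 47. The number of PS genes was 432 when genes also called between the parents and the 2x hybrids were kept. The other alternatives are given by setting, and the cause was not tested unless stated.

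Without a threshold on the log2 difference, which admits smaller differences, the number of genes was 189 for the parents against the 2x hybrids, 4716 for the parents against the 4x hybrids, 6116 for the 2x against the 4x hybrids and 3771 for the PS genes. It was 9099 for PG-F9 against 12P, 1719 for S8-2x against S16-2x, 2976 for S8-2x against S24-2x, 2026 for S29-4x against S48-4x, 1423 for S29-4x against S60-4x and 2497 for S48-4x against S60-4x, and against the parents 733 for S24-2x, 567 for S29-4x, 1370 for S48-4x and 1007 for S60-4x. The prevailing direction between the 2x and the 4x hybrids changed as well, with 3351 genes higher and 2765 lower in the 2x hybrids (54.8% higher, against 44% with the threshold), and for the PS genes with 2057 higher and 1714 lower in the 2x hybrids. The direction of the PS genes also changed with 8 genotype means (169 and 148), without S8-2x replicate 1 (250 and 233), and without PG-F9, S8-2x, S29-4x or S60-4x, and that between the 2x and the 4x hybrids without S60-4x (381 and 359).

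In the fit of all 24 arrays with 8 genotype means, 480 genes were called between the parents and the 2x hybrids, 1685 between S16-2x and S24-2x, and against the parents 920 in S8-2x, 830 in S16-2x, 1682 in S24-2x, 1253 in S29-4x, 2035 in S48-4x and 1289 in S60-4x. The ratio of genes higher to genes lower in the hybrid rose to 0.983 for the 2x hybrids and was reversed to 1.07 for the 4x hybrids (mean of the inverse 0.954). In this fit genes higher in the hybrid were the more frequent in S16-2x (435 and 395), S24-2x (852 and 830) and S29-4x (665 and 588). Between 2x hybrids, genes higher in S24-2x were then the more frequent against S16-2x (907 and 778) and S8-2x (885 and 829), as they were without S24-2x replicate 1 (789 and 382, 1393 and 1082). Genes higher in S60-4x were the more frequent against S29-4x in this fit (414 and 357), without S29-4x replicate 3 (473 and 364), without the third of the genes with the lowest mean (316 and 301), with eBayes with trend and robust options (383 and 378) and without the threshold (723 and 700). In the fit of all 24 arrays with 3 group means, 118 genes were called between the parents and the 2x hybrids. For single hybrids the corresponding fit had another model, with 1 mean for the parents and 1 for each of the 6 hybrids, and called against the parents 310 in S8-2x, 357 in S16-2x, 1052 in S24-2x, 731 in S29-4x, 1498 in S48-4x and 797 in S60-4x.

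With the replicate number as a block, 45 genes were called between the parents and the 2x hybrids, 5 between S16-2x and S24-2x and 647 between S29-4x and S48-4x. Against the parents, the block gave 45 in S8-2x, 10 in S16-2x, 88 in S24-2x, 45 in S29-4x, 201 in S48-4x and 165 in S60-4x, and it reversed the ratio for the 4x hybrids to 1.06 (mean of the inverse 0.963).

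The alternatives that treat the genotype as the unit lowered the numbers between groups. The random block lets arrays of a genotype share part of their variance, and genotype means leave fewer observations, by construction. With genotype as a random block (correlation within genotypes 0.433, 0.379 and 0.343), 6 genes were called between the parents and the 2x hybrids, 176 between the parents and the 4x hybrids and 318 between the 2x and the 4x hybrids, with 273 PS genes and 15 of the 25 genes of Table 3. With genotype means as observations, limma called 0, 0 and 6 genes, with 937, 4211 and 5390 genes at an unadjusted p under 0.05, and 6 PS genes. Of the genes of Table 3, it called 0, with 23 at an unadjusted p under 0.05.

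With the parental mean on the linear scale, the ratio for the 4x hybrids moved to 0.652, and the share of called genes higher in the parents rose from 69.7% to 85.3% against the 2x hybrids (93 higher and 16 lower in the parents) and from 43.8% to 64.8% against the 4x hybrids (442 higher and 240 lower), so that the prevailing direction against the 4x hybrids changed. That direction also changed without the threshold on the log2 difference, with 2618 genes higher and 2098 lower in the parents (55.5% higher). The mean of linear values is never below that of log2 values, which raises the parental mean by construction.

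Leaving out 1 array gave between 41 and 93 genes for the parents against the 2x hybrids (41, 47 and 42 without S24-2x replicates 2, 3 and 1, 46 without PG-F9 replicate 3, 49 without S16-2x replicate 1). It gave between 457 and 727 for the parents against the 4x hybrids, between 502 and 782 for the 2x against the 4x hybrids, between 352 and 530 for the PS genes, between 4049 and 4774 for PG-F9 against 12P, and between 20 and 25 for the genes of Table 3, none of them beyond 1.5 times. S8-2x against S16-2x ranged from 550 to 1656 (627, 550 and 652 without S8-2x replicates 1, 2 and 3, 1656 and 577 without S16-2x replicates 1 and 2), and S8-2x against S24-2x from 926 (without S8-2x replicate 2) to 2475 (without S24-2x replicate 1). S16-2x against S24-2x ranged from 0 to 1171. In limma it was 0 without S16-2x replicates 2 and 3 and S24-2x replicate 2 (6371, 8117 and 7323 genes at an unadjusted p under 0.05), 1 without S24-2x replicate 3, 1101 without S16-2x replicate 1 and 1171 without S24-2x replicate 1. S29-4x against S48-4x ranged from 768 (without S29-4x replicate 2) to 1340, with 774 without S48-4x replicate 1. S29-4x against S60-4x ranged from 261 to 837 (347, 261 and 308 without S60-4x replicates 1, 2 and 3), and S48-4x against S60-4x from 892 (without S60-4x replicate 3) to 1570, with 894 without S60-4x replicate 1.

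Against the parents, S8-2x ranged from 31 to 91 with an array left out (49, 31 and 49 without its replicates 1, 2 and 3, 69 without 12P replicate 3). S16-2x ranged from 7 to 74 (7 and 9 without its replicates 2 and 3, 42, 24 and 24 without PG-F9 replicates 1, 2 and 3, 28, 25 and 19 without 12P replicates 1, 2 and 3). S24-2x ranged from 82 to 802 (802, 122 and 82 without its replicates 1, 2 and 3, 259 and 249 without PG-F9 replicates 2 and 3, 229 and 188 without 12P replicates 2 and 3). S29-4x ranged from 1 to 278 (55, 1 and 115 without its replicates 1, 2 and 3, 135 and 140 without PG-F9 replicates 2 and 3, 105 without 12P replicate 3). S48-4x ranged from 67 to 683 (67 and 154 without its replicates 1 and 2, 365 and 412 without PG-F9 replicates 2 and 3, 436 and 402 without 12P replicates 1 and 3). S60-4x ranged from 35 to 553 (97, 83 and 35 without its replicates 1, 2 and 3). The ratio for the 2x hybrids ranged from 0.217 to 0.857 (without S24-2x replicate 1). That for the 4x hybrids ranged from 0.657 (without S29-4x replicate 2) to 1.05, and it was reversed without S60-4x replicate 2 (1.05), S48-4x replicate 2 (1.02) and S29-4x replicate 1 (1.03). For the first 2 of these the mean of the inverse ratio was 1.05, also above 1, and for S29-4x replicate 1 it was 0.977, so that for these 2 the mean of the ratios over 3 hybrids gives no direction. For the 2x hybrids without S24-2x replicate 1, the SD of the ratio was 1.04 and the mean of the inverse 2.91.

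Leaving out 1 genotype gave between 25 (without S24-2x) and 1373 (without 12P) genes for the parents against the 2x hybrids, with 1157 without PG-F9, 128 without S8-2x and 128 without S16-2x. For the parents against the 4x hybrids it gave between 489 and 2364 (without 12P), with 1637 without PG-F9. With 1 parent left, the spread between the parents no longer enters the test. The comparison is also with that parent and no longer with the parental mean, so differences between the parents can be called. In that case genes lower in the parents were the more frequent against the 2x hybrids (685 without PG-F9, 933 without 12P). The ratio of the numbers for the 4x and the 2x hybrids was then 1.41 without PG-F9 and 1.72 without 12P, against 7.45 with both parents. The 2x against the 4x hybrids ranged from 459 to 1070 (without S24-2x), the PS genes from 201 (without 12P) to 747 (without S24-2x), and the genes of Table 3 from 16 (without S16-2x) to 21.

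The signal over background limits the genes that can be called. Between 66.0% and 79.1% of the genes lay above the highest negative control of an array, and leaving out the third of the genes with the lowest mean gave 70 genes between the parents and the 2x hybrids. For 9 of the 37 named genes the mean of a group lay below the mean of the highest negative controls (6.32), and their log2 differences are limited by the background. The directions in S48-4x and S60-4x were nearly balanced, with 318 genes higher and 319 lower in the parents for S48-4x after centring on the median, and 207 and 204 for S60-4x without the third of the genes with the lowest mean. Genes higher in the hybrid became the more frequent without S24-2x replicate 1 in S24-2x (539 and 263), without S29-4x replicate 1 in S29-4x (29 and 26), and without S48-4x replicates 2 (87 and 67) and 3 (246 and 201) and PG-F9 replicate 3 (209 and 203) in S48-4x. Genes lower in the hybrid became the more frequent in S60-4x without PG-F9 replicate 2 (172 and 161), without the threshold (538 and 469) and with the parental mean on the linear scale (245 and 189). With the replicate number as a block, 104 genes were higher and 97 lower in S48-4x. For PG-F9 against 12P, genes higher in PG-F9 became the more frequent without PG-F9 replicate 2 (2058 and 1991) and 12P replicate 2 (2051 and 2023).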

Differences from the paper's values

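The values in this part came from planned tests, and none was chosen after the result was seen. Values are said to differ here when one is more than 1.5 times the other and, for ratios, when they are further apart than the SD among hybrids. Of 60 values of the paper that were also computed from the deposited intensities, 23 differed in this sense. Most of the other numbers of genes were not equal either. They were 605 in the paper and 566 here for the parents against the 4x hybrids, and 566 and 611 for the 2x against the 4x hybrids. For the PS genes they were 341 and 411, and for PG-F9 against 12P 4839 and 4597. The fit of all 24 arrays with 3 group means gave 605, 566 and 341, equal to the paper's numbers. For PG-F9 against 12P, the fit of all 24 arrays with 8 genotype means gave the paper's 4839. The 25 log2 differences of Table 3 were equal to the paper's (largest difference 0).

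The paper's number of genes that differed between the parents and the 2x hybrids is 118, and the number computed here was 76. Of the 12 alternatives set before the data were examined, 5 came within 1.5 times of the paper's value: a second quantile normalization, centring on the median, eBayes with trend and robust options, the parental mean on the linear scale, and the fit of all 24 arrays with 3 group means, which gave 118. The other 7 did not. Table S17 lists 1019 genes, and 66 of the 76 genes called here between the parents and the 2x hybrids are called there, with 532 of 566 for the parents against the 4x hybrids and 556 of 611 for the 2x against the 4x hybrids.

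For single hybrids, the fit of all 24 arrays with group means was another model, with 1 mean for the parents and 1 for each of the 6 hybrids. For the genes that differed between a single hybrid and the parents, the paper's mean percentages are 1.38 for the 2x hybrids and 2.43 for the 4x hybrids, and the values computed here were 0.47 and 1.12. Of the 10 alternatives, only the fit of all 24 arrays with group means came within 1.5 times for the 2x hybrids, and this fit and the omission of the threshold on the log2 difference did for the 4x hybrids.

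In Table 2, the paper's totals are 310 for S8-2x, 357 for S16-2x, 1052 for S24-2x, 731 for S29-4x, 1498 for S48-4x and 797 for S60-4x, and those computed here were 105, 73, 408, 304, 658 and 431. The paper's numbers of overexpressed genes are 236, 240, 562, 432, 818 and 393 in the same order, and its numbers of underexpressed genes 74, 117, 490, 299, 680 and 404. The numbers matched only after a change of direction. In the fit of all 24 arrays with group means, the paper's overexpressed genes were those higher in the parents, and in that direction all the numbers of Table 2 were equal to the paper's. On this scale the values computed here were 88, 55, 256, 178, 341 and 211 genes higher in the parents and 17, 18, 152, 126, 317 and 220 lower in the parents. Of the 10 alternatives, the fit with group means was the only one to come within 1.5 times for S8-2x, for S16-2x and for the genes lower in the parents in S24-2x. For the other totals and directions the omission of the threshold did so too. The fit with 8 genotype means did so as well for the total of S48-4x, for the genes higher in the parents in S24-2x, S29-4x, S48-4x and S60-4x, and for those lower in the parents in S48-4x. The remaining alternatives did not.

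For S16-2x against S24-2x, the paper's number in Table S13 is 1685, and 359 genes were called here. Of the 8 alternatives, only the fit of all 24 arrays with 8 genotype means came within 1.5 times, with 1685. The lowest of the paper's numbers of genes higher in 1 of 2 hybrids of the same ploidy level is 357, against 139 here. The fit with 8 genotype means gave 357 and eBayes with trend and robust options came within 1.5 times, and the other 6 alternatives did not. For PG-F9 and 12P, Table S13 gives 2561 genes on the side of PG-F9 and 2278 on that of 12P. In the fit with 8 genotype means, 2278 genes were higher in PG-F9 and 2561 higher in 12P, so the same numbers have the opposite direction, and the values computed here were 2197 higher in PG-F9 and 2400 higher in 12P. The numbers of Table S13 for the 6 pairs of hybrids had the stated direction in that fit.

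The paper states that overexpressed genes outnumbered underexpressed genes in all single hybrids except S60-4x. Relative to the parental mean, genes lower in the hybrid were the more frequent in 5 of 6 hybrids here, with S60-4x as the exception (220 higher and 211 lower in the hybrid). The paper's ratios of over to underexpressed genes are above 1 in both groups, and the ratios of genes higher to genes lower in the hybrid were 0.371 for the 2x hybrids and 0.893 for the 4x hybrids. The inverse ratios were 3.31 and 1.15. The paper also states that underexpressed genes prevailed in the pooled 4x hybrids, and here 318 genes were higher and 248 lower in these hybrids than in the parents. The legend of Figure 5 defines over and underexpression by the group named first, which is the parents. Read in that direction, the 3 statements on numbers hold for the values computed here too, with more genes higher in the parents in 5 of 6 hybrids, ratios of 3.31 and 1.15, and 318 genes lower and 248 higher in the parents than in the pooled 4x hybrids. Overexpressed genes are then those lower in the hybrids. This is the opposite of the paper's reading of its ratios, that hybridization mostly increased transcription. The tally of 5 of 6 hybrids was not stable, since the direction in S24-2x changed without its replicate 1 (263 genes higher and 539 lower in the parents) and those in S16-2x, S24-2x and S29-4x in the fit with 8 genotype means.

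The paper states that the genes of Table 3 followed no general pattern relative to the parents. Here the parental mean lay between the means of the 2x and the 4x hybrids for 25 of 25 genes, a position that the definition of the PS genes favors.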

Other observations

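The splits of the arrays for the 3 group comparisons and the splits of the 6 hybrids into 3 and 3 were planned, and the other tests in this part (the splits for the PS genes, for pairs of genotypes and for single hybrids, the splits by genotype in the comparisons with the parents, and the tests on S24-2x and on S16-2x replicate 1) were chosen only after the results were seen.

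The arrays were split at random into groups of the same sizes to see whether chance can be excluded. For the parents against the 2x hybrids, the parents against the 4x hybrids and the 2x against the 4x hybrids, 1 of 100 splits, the real one, gave as many genes, and for the PS genes also 1 of 100 splits did. Chance can be excluded for these numbers when arrays are taken as independent. The largest numbers in other splits were 23, 469 and 72 for the group comparisons. For each single hybrid against the parents, 3 of 84 splits gave as many genes, the real one included. These 3 splits are those that set apart the 3 arrays of 1 genotype, and among them the real one called the fewest genes in each hybrid (between 73 and 658, against up to 3139 with a parent set apart). These splits show that the replicates of a genotype resemble each other, and they do not exclude chance among genotypes. For PG-F9 against 12P and for each of the 6 pairs of hybrids, 1 of 10 splits gave as many genes, and 10 splits alone cannot give a share under 0.05. The other splits called at most 1 gene, and 2 unchanged genes were called in simulated data with 3 against 3 arrays.

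Arrays of the same genotype are not independent samples of a group. When the genotypes of the parents and of a hybrid group were split into 2 and 3, 9 of 10 splits, the real one included, called at least as many genes as the parents against the 2x hybrids (76, with a median of 500 in the other splits), and 3 of 10 as many as the parents against the 4x hybrids (566, with a median of 296). In 6 of the 9 other splits of each comparison the parents, which differed from each other in 4597 genes, were in different groups. With genotype means as observations, limma called 0 genes in both comparisons, with 937 and 4211 genes at an unadjusted p under 0.05. Chance among genotypes is thus not excluded for the comparisons with the parents, and 10 splits cannot exclude it.

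The 6 hybrids were also split into 3 and 3. The split by ploidy called 611 genes and the next largest of the 10 splits 304, with a smallest number of 16. With 10 splits, the effect of ploidy and other differences between the 6 hybrid genotypes cannot be told apart at the level of genotypes.

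S24-2x differed from the other 2x hybrids in the direction of the 4x hybrids. For the genes called without it, its median position was 0.58 on a scale from the mean of the other 2x hybrids (0) to that of the 4x hybrids (1), against 0.399 for S8-2x and 0.192 for S16-2x. The arrays of S24-2x were uneven, with 0.474, 0.461 and 0.789 for replicates 1, 2 and 3. S8-2x replicate 1 (0.566) lay above the first 2 of these, and S8-2x replicates 2 (0.347) and 3 (0.32) lay below them. A 4x hybrid was placed in the same way from the other 4x hybrids to the 2x hybrids, with 0.336 for S29-4x, 0.06 for S48-4x and 0.409 for S60-4x. Among the 15 splits of the hybrids into 2 and 4, that of S8-2x and S16-2x against the other 4 called the most genes, 784, with 456 in the next and a median of 120.5 in the others. S48-4x and S16-2x, each set apart from the other 5 hybrids, called 996 and 872 genes. A mislabelled sample, with RNA of one of the 3 4x hybrids in the S24-2x arrays, was tested with the genes whose arrays were separated by more than 3 log2 units. At least 26 such genes separated S24-2x from each of these 4x hybrids, and other pairs of hybrids were separated by as few as 14. These numbers argue against such a mislabelling. The 784 genes are consistent with differences between the hybrids that only partly follow ploidy, as a hypothesis, and they do not single out the division of S8-2x and S16-2x from the others, since S48-4x alone gave 996. A genetic difference between these full sibs stays open and was not tested. The arrays did not measure ploidy, so the ploidy of S24-2x rests on the paper's assignment. The paper's dry matter at the second harvest (Table S9) is 14.34 for S8-2x, 13.82 for S16-2x and 23.16 for S24-2x, and 24.58, 23.05 and 25.31 for S29-4x, S48-4x and S60-4x. The other harvests do not repeat this grouping. S24-2x lies below S16-2x and each 4x hybrid at the earlier harvest, and above all other hybrids at the later one. The relation of dry matter to the arrays was not tested.

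The array of S16-2x replicate 1 lay between the other S16-2x arrays and S24-2x. When each of the 24 arrays was written as a mixture of the 8 genotypes, with the array itself left out of its genotype, the estimated share of S16-2x in this array was 0.362 and that of S24-2x 0.517, with at most 0.053 for any other genotype. The shares used genes with a range over 3 log2 units among genotypes and the positions used genes separated by over 2 log2 units, and these limits, as well as the criterion for deciding on a mixture, were set after other choices had been tried on the same arrays. In the other 23 arrays the share of the own genotype was at least 0.623. A mislabelled array with RNA of S24-2x alone is argued against by the share of 0.362. A mixed sample, with leaves or RNA of S24-2x in this replicate, could give these values. On a scale of linear intensities from the other S16-2x arrays (0) to S24-2x (1), the median position of the array was 0.633 for 97 genes lower in S24-2x and 0.563 for 19 genes higher in S24-2x, as a mixture needs. The second value depended on the S24-2x arrays that defined the genes, with 0.09 (96 genes) without S24-2x replicate 1, 0.471 (28 genes) without replicate 2 and 0.571 (24 genes) without replicate 3. A mixed sample and a true difference between the bulks therefore cannot be told apart, because the replicates of S24-2x differed among themselves.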
